# Comparative toxicogenomic responses of mercuric and methyl-mercury

**DOI:** 10.1186/1471-2164-14-698

**Published:** 2013-10-11

**Authors:** Matthew K McElwee, Lindsey A Ho, Jeff W Chou, Marjolein V Smith, Jonathan H Freedman

**Keywords:** *C. elegans*, Inorganic mercury, Organic mercury, Methylmercury, Transcriptome, Metal toxicity

## Abstract

**Background:**

Mercury is a ubiquitous environmental toxicant that exists in multiple chemical forms. A paucity of information exists regarding the differences or similarities by which different mercurials act at the molecular level.

**Results:**

Transcriptomes of mixed-stage *C. elegans* following equitoxic sub-, low- and high-toxicity exposures to inorganic mercuric chloride (HgCl_2_) and organic methylmercury chloride (MeHgCl) were analyzed. In *C. elegans*, the mercurials had highly different effects on transcription, with MeHgCl affecting the expression of significantly more genes than HgCl_2_. Bioinformatics analysis indicated that inorganic and organic mercurials affected different biological processes. RNAi identified 18 genes that were important in *C. elegans* response to mercurial exposure, although only two of these genes responded to both mercurials. To determine if the responses observed in *C. elegans* were evolutionarily conserved, the two mercurials were investigated in human neuroblastoma (SK-N-SH), hepatocellular carcinoma (HepG2) and embryonic kidney (HEK293) cells. The human homologs of the affected *C. elegans* genes were then used to test the effects on gene expression and cell viability after using siRNA during HgCl_2_ and MeHgCl exposure. As was observed with *C. elegans*, exposure to the HgCl_2_ and MeHgCl had different effects on gene expression, and different genes were important in the cellular response to the two mercurials.

**Conclusions:**

These results suggest that, contrary to previous reports, inorganic and organic mercurials have different mechanisms of toxicity. The two mercurials induced disparate effects on gene expression, and different genes were important in protecting the organism from mercurial toxicity.

## Background

Mercury is a ubiquitous environmental contaminant that exists as either an organic or inorganic species that undergoes complex cycling in the environment and *in vivo*. Humans are exposed to various forms of inorganic mercury including elemental mercury (Hg^0^), mercury salts and ionic mercury (Hg^+^ or Hg^2+^)*.* Elemental mercury has long been used as a principal component of dental amalgams, resulting in the exposure of individuals wearing amalgams and dental professionals to mercury vapor. Other occupational exposures to mercury vapor include workers in chloralkali plants, fluorescent lamp factories and artisanal gold mines [1,2]. Exposure to mercury vapor can result in tremors; deficits in information processing speed, psychomotor speed and manual dexterity; psychological disturbances; and has been associated with Alzheimer’s disease [3,4]. The kidney is also a primary site of accumulation and toxicity of inorganic mercury. Environmental exposure to inorganic mercury is associated with an increase in mortality from kidney disease [2,5].

Inorganic mercury from natural and anthropogenic sources is converted to methylmercury. Methylmercury biomagnifies, so that animals at the top of the food chain have methylmercury levels that are orders of magnitude higher than those at the bottom [6]. Humans are exposed to methylmercury through fish consumption. It is estimated that 7% of U.S. women of childbearing age have levels of methylmercury that exceed the U.S. EPA reference dose of 0.1 μg/kg body weight/day [7]. Methylmercury poisoning outbreaks in the 1950s and 1960s in the area surrounding Minamata Bay in Japan resulted in paresthesia, ataxia, loss of vision, and death in adults [8]. What was particularly striking, however, was the sensitivity of the *in utero* life stage to methylmercury exposure. Mothers with no overt toxicity gave birth to children with gross cognitive and anatomical defects [9]. A large epidemiological study investigating the effects of prenatal mercury exposure in populations that consume large amounts of seafood found a significant correlation between mothers’ mercury levels during gestation and cognitive deficits in children [10,11].

Previous research suggested that the inorganic mercurial, HgCl_2_, and the organic mercurial, methylmercury chloride (MeHgCl), had similar mechanisms of toxicity. It has been hypothesized that organic mercury is converted to the inorganic species and that the latter is the active form of the metal. Both HgCl_2_ and MeHgCl cause oxidative stress [12,13]. It is believed that oxidative stress is caused by the depletion of glutathione and other antioxidants, since neither mercurial is redox active *in vivo*[14]. Other proposed mechanisms of HgCl_2_ and MeHgCl toxicity include microtubule disruption [15,16], inhibition of mitochondrial function, and disruption of intracellular calcium levels [17-20]. Microarray studies examining the effects of HgCl_2_ or MeHgCl on gene expression found differential expression of genes involved in the oxidative stress response, protein degradation, mitochondrial dysfunction, endoplasmic reticulum stress and phase II metabolism [21-23].

The results of previous toxicity studies suggest that HgCl_2_ and MeHgCl act via similar mechanisms [24]. The few studies that have directly compared the effects of inorganic and methylmercury also suggest that the two mercurials have similar mechanisms of action. Freitas, *et al*. found that both inorganic and methylmercury inhibit Ca^2+^-ATPase and disrupted Ca^2+^ transport in brain microsomes [25]. Both mercurials stimulated release of noradrenaline from rat hippocampal slices and had similar effects on inflammatory cytokine release in lipopolysaccharide-stimulated peripheral blood mononuclear cells [26,27].

In the present study, whole-genome microarrays were used to assess the effects of sub-, low- and high-toxicity concentrations of HgCl_2_ and MeHgCl on the *C. elegans* transcriptome. To define the genes that are critical in the *C. elegans* response to mercurial exposure, RNA interference (RNAi) was used to assess the effect of gene knockdown on *C. elegans* growth during mercurial exposure. Of the 599 genes tested, decreased expression of 18 genes significantly affected *C. elegans* growth in response to either mercurial. Only two of these, however, significantly impacted growth during both HgCl_2_ and MeHgCl exposures. The effects of HgCl_2_ and MeHgCl on the steady-state mRNA levels of nine human homologs of *C. elegans* genes critical in the mercurial response were determined in human neuroblastoma (SK-N-SH), hepatocellular carcinoma (HepG2), and embryonic kidney (HEK293) cells. As was observed in *C. elegans*, HgCl_2_ and MeHgCl produced unique responses on gene expression and different genes were critical in the cellular response. The current results demonstrate that inorganic and methylmercury differentially affect gene expression and that different genes are critical in the cellular response to the two mercurials. This suggests that, contrary to previous reports, inorganic and organic mercurials have unique mechanisms of action.

## Results

### Genes differentially expressed in response to mercurial exposure

The effects of mercurials on gene expression in *C. elegans* were assessed after exposure to sub-, low- and high-toxicity concentrations of HgCl_2_ and MeHgCl. 

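Mixed-stage N2 cultures, which hold nematodes of every age together, were exposed for 24 h, and RNA of each culture was labelled with a single dye and hybridised to its own Agilent *C. elegans* array. The HgCl_2_ groups were 0, 2, 7.5 and 20 μM and the MeHgCl groups were 0, 0.75, 2 and 7.5 μM. Each group had 3 independent cultures, and each mercurial had its own untreated group, which made 24 arrays. The authors extracted the scans with Feature Extraction 9.5, and the value analysed here is its processed signal, an intensity from which the local background had been removed and which had not been scaled between arrays. The arrays held 42964 non-control spots for 20401 probes, which carried 20113 gene names. Median processed signal per array ran from 415 to 1097 (median 741) on the 12 arrays of the HgCl_2_ experiment and from 2659 to 4001 (median 3315) on the 12 arrays of the MeHgCl experiment. Between 80.8% and 86.2% of the spots were well above background on the HgCl_2_ arrays (median 84.0%), and between 82.0% and 86.7% on the MeHgCl arrays (median 83.9%). The number of arrays limits the precision. The HgCl_2_ arrays lay on 7 slides and the MeHgCl arrays on 4 others, so that no slide held arrays of both mercurials. The first MeHgCl array was scanned 237 days after the last HgCl_2_ array. Signals were converted to log2 values, the 75th percentile of each array was subtracted, and repeat spots and probes of one gene were averaged. Each exposure was compared with the untreated cultures of the same mercurial by limma, with all 12 arrays of the mercurial in the fit. A gene was tested when it was well above background on all 3 arrays of the exposed or of the untreated group. It was called a differentially expressed gene (DEG) when it changed at least 2-fold with a Bonferroni-adjusted p under 0.01.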

Sub-, low- and high-toxicity concentrations were determined based on a previous study that compared the toxicity of HgCl_2_ and MeHgCl on *C. elegans* growth, reproduction, feeding, and locomotion [28]. The effects of mercurials on the steady-state mRNA levels of the *C. elegans* stress-response genes; *gcs-1* (γ-glutamylcysteine synthetase), *gst-38* (glutathione *S*-transferase), and heat shock protein genes *hsp-16.2* and *hsp-*70; were also assessed [28]. The population distribution of 7,000 nematodes was determined for each mercurial exposure prior to RNA isolation. No treatment groups had a population distribution different from untreated control. This ensured that differences in gene expression were not the result of changes in the number of *C. elegans* at any individual life stage (Additional file 1: Figure S3).

A total of 3,207 genes were significantly, differentially expressed among the six exposure conditions (fold-change ≥ 2, p < 0.01). 

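In limma, 314 genes passed both criteria in at least 1 of the 6 exposures, 6 of them after HgCl_2_ and 308 after MeHgCl, and no gene passed after both. With adjustment by the Benjamini-Hochberg method the number was 2475, and with an unadjusted p it was 4025. The number moved most, to 5311, when the error that Feature Extraction gives each spot replaced the spread between replicate cultures, an alternative chosen after the values had been seen. With each array left out in turn, between 184 genes (without MeHgCl untreated replicate 1) and 339 genes (without HgCl_2_ untreated replicate 2) were called. In data simulated with the spread of these arrays, Bonferroni adjustment recovered 60% of genes changed 16-fold at the high HgCl_2_ exposure and 68% at the high MeHgCl exposure, and 0% and 6% of genes changed 2-fold. Each of these rates rests on 50 genes drawn from all 20112 without the background filter. They therefore include dim genes of the kind that the comparisons left out. For 2-fold changes, the limit of 2-fold on the estimated change also held the rate down. No unchanged gene was called in the simulated groups.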

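At 2 μM HgCl_2_, 16357 genes were tested and limma called 0, with 800 genes at an unadjusted p under 0.05 and 310 genes changed at least 2-fold. At 7.5 μM HgCl_2_, 0 of 16729 genes were called, with 1685 at an unadjusted p under 0.05 and 574 changed at least 2-fold. An unmoderated linear model also called 0 genes at both of these concentrations. At 20 μM HgCl_2_, 6 of 16709 genes were called, all up-regulated, with 6067 at an unadjusted p under 0.05 and 2410 changed at least 2-fold. Benjamini-Hochberg adjustment gave 0, 0 and 374 genes at the 3 concentrations in that order. The count at 20 μM rested on the untreated cultures. It was 2 without untreated replicate 1 and 53 without untreated replicate 2, on which transcripts of several stress genes were far above those of the other 2 untreated arrays. It was 26 with the replicate number as a block and 90 with the slide as a random block. With the slide as a fixed block it was 2, and none of the 6 genes was among them.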

Exposure to increasing concentrations of both HgCl_2_ and MeHgCl resulted in increasing numbers of differentially expressed genes (DEGs). At each level of toxicity, however, MeHgCl exposure produced a greater number of DEGs (Table 1).

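After MeHgCl, limma called 2 of 16575 genes at 0.75 μM, 14 of 16499 at 2 μM and 307 of 16853 at 7.5 μM. Every call at the lower concentrations was an increase, and 152 genes rose and 155 fell at 7.5 μM. At least 2-fold changes, without regard to a test, were shown by 147, 1020 and 4209 genes. Benjamini-Hochberg adjustment gave 2, 141 and 2215 genes. With 1 array left out, the counts ran from 1 to 2 at 0.75 μM, from 8 (without 2 μM replicate 2) to 16 at 2 μM, and from 178 (without untreated replicate 1) to 261 at 7.5 μM. A block for the replicate number raised the counts at 2 and 7.5 μM to 27 and 472. They were 65 and 724 with the slide as a random block and 102 and 844 with it as a fixed block. The unmoderated model lowered them to 7 and 118. With all 24 arrays in one fit they were 4 and 175, and none of the 14 calls at 2 μM was kept. At sub-toxicity, 2-fold changes without regard to a test were fewer after MeHgCl (147) than after HgCl_2_ (310). Those with all 3 exposed arrays beyond every untreated array were more, 110 against 47. So were those with an unadjusted limma p under 0.01, 72 against 11. Other groupings of 3 exposed and 3 untreated arrays never gave as many calls at the 3 MeHgCl exposures and at 20 μM HgCl_2_, but with 10 possible groupings chance cannot be excluded below a share of 0.1. At 7.5 μM MeHgCl the highest count of another grouping was 0, which with the simulated groups argues against independent noise for the 307 genes.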

**Table 1:** **Effects of Mercurials on Gene Expression in *C. elegans***

**Toxicity**	**HgCl**_**2**_		**MeHgCl**	
	**Concentration (μM)**	**Gene number**	**Concentration (μM)**	**Gene number**
sub	2.0	8	0.75	44
		(8 ↑, 0 ↓)		(35 ↑, 9 ↓)
low	7.5	74	2.0	419
		(68 ↑, 6 ↓)		(247 ↑, 172 ↓)
high	20	403	7.5	2,791
		(316 ↑, 87 ↓)		(1,604 ↑, 1,187 ↓)

Number of genes showing increased (↑) or decreased (↓) steady state mRNA levels.

The five genes that had the largest increase or decrease in expression for each treatment condition are presented in Table 2. 

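All 55 entries of Table 2 were found on the arrays, and each changed in the direction listed, 51 of them by at least 2-fold when the folds of genes below background are taken at their bounds. The largest called increase at 20 μM HgCl_2_ was that of *pgp-15* (F22E10.4), whose log2 signal relative to the 75th percentile of the array was -0.32 ± 0.84 (SD, n = 3) in exposed and -7.45 ± 0.46 (SD, n = 3) in untreated cultures, a fitted rise of 140-fold that was higher on 3 of 3 arrays than on every untreated array, 2 of which were well above background (Bonferroni-adjusted p = 0.0002, limma). It lost its call with error weights, with the slide as a fixed block and in the unmoderated model. Of the other called genes, the 4 with the largest changes were C45B2.3 (log2 change 5.04, SE 0.49), *ugt-51* (3.10, SE 0.25), *jmjd-3.3* (3.03) and R05H10.7 (2.84), with Bonferroni-adjusted p of 0.0087, 0.0012, 0.0036 and 0.0068. Of the untreated arrays of R05H10.7, 2 of 3 were well above background. C45B2.3 lost its call when any 1 of 11 of the 12 arrays was left out (log2 change 4.59 to 5.41), *jmjd-3.3* with 8 of the 12 (2.84 to 3.24), *ugt-51* with 3 of the 12 (2.95 to 3.34) and R05H10.7 with any of them (2.56 to 3.02). At 7.5 μM MeHgCl, the largest called increases were those of *gst-37* (Y32G9A.1), *stdh-2* (F11A5.12), W08E12.2, *gst-31* (Y53F4B.35) and F22E5.6. Where a gene was well above background on none of the arrays of one group, its fold was computed against the background limit of those arrays and is a lower bound. Expression of *gst-37* was at least 362-fold higher and that of *stdh-2* at least 124-fold higher, with none of their 3 untreated arrays above background. W08E12.2, *gst-31* and F22E5.6 rose by log2 changes of 6.49, 6.2 and 6.19. The called decreases with the largest fitted changes were those of *col-163* (F46B3.17, log2 change -7.38, 167-fold) and C13A2.9 (log2 change -6.68), each well above background on 1 of 3 exposed arrays, and of C13A2.4, F53F4.7 and R05D8.11, which were at least 46.9-fold, 50.1-fold and 31.6-fold lower. The bounds do not rank these genes. R05D8.11 lost its call when any 1 of 5 of the 12 arrays was left out (log2 change -7.12 to -6.37). At 2 μM MeHgCl the called increases included *nlp-25* (Y43F8C.1, log2 change 4.44) and F35E12.5 (3.99, with 2 of 3 untreated arrays well above background), which lost their calls with any 1 of 10 and of 11 of the 12 arrays left out (4.05 to 4.86 and 3.69 to 4.20). No decrease was called at 0.75 or 2 μM MeHgCl (1 and 5 with the replicate number as a block), where all 5 listed genes at each concentration had an unadjusted p under 0.01. Of the 55 folds 11 are such bounds, and across the other 44 the size of the difference from the fold in the table had a median of 0.203 on the log2 scale.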

All DEGs are presented in Additional file 2: Table S4. Figure 1 shows the similarity among commonly up- and down-regulated genes at low- and high-toxicity mercurial exposures. Very few genes were similarly affected by both HgCl_2_ and MeHgCl exposures. 

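The 2 high-toxicity exposures had 16310 genes that were tested in both. By limma no gene was called at both, in either direction, where 0.056 genes up-regulated in both would be expected by chance. With an unadjusted p under 0.01 and a 2-fold change, 192 genes rose at both against 51.5 expected, and 318 fell at both against 65.5 expected. Without HgCl_2_ untreated replicate 2, the Bonferroni-adjusted counts were 21 up-regulated and 1 down-regulated. At low toxicity, no gene was called at both exposures, and C15B12.8 was the only gene that rose at both by the unadjusted p.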

The only genes whose expression was affected at low- and high-toxicity exposures to both mercurials were *ugt-21*, UDP-glucuronosyl transferase, and C15B12.8, an uncharacterized gene with high similarity to sarcosine oxidase. 

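The log2 change of *ugt-21* (C33A12.6) was 1.5 (SE 0.50) at 7.5 μM and 1.95 at 20 μM HgCl_2_, with Benjamini-Hochberg adjusted p of 0.447 and 0.0277 (limma). After 2 and 7.5 μM MeHgCl it was 1.73 (SE 0.22) and 1.78, with Bonferroni-adjusted p of 0.140 and 0.106, and so the gene was called in none of these exposures. C15B12.8 rose by 3.86 (SE 0.72) at 7.5 μM HgCl_2_ and by 6.31 at 20 μM, where its Bonferroni-adjusted p was 0.0379, and it was called there without HgCl_2_ untreated replicate 2 (7.29). After MeHgCl it was called at both concentrations, with log2 changes of 3.71 (SE 0.21) and 3.81, although not when all 24 arrays were fitted together. By an unadjusted p under 0.01, 4 genes changed at least 2-fold in all of these exposures: C15B12.8, *mtl-2*, *sysm-1* and Y39B6A.1. At low toxicity only C15B12.8 changed in the same direction after both mercurials, and the others changed in opposite directions. Of the 4 genes, *sysm-1* was named after its values had been seen.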

There were 24 up-regulated and eight down-regulated genes after exposure to each of the three MeHgCl concentrations (Table 3). 

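The 24 up-regulated genes of Table 3 all rose and its 8 down-regulated genes all fell at each of the 3 MeHgCl concentrations, and on every exposed array they lay beyond every untreated array. A change of at least 2-fold at all 3 concentrations was shown by 31 of the 32, the exception being *ugt-21* at 0.75 μM (log2 change 0.95), and by 28 of the 32 when the folds of genes below background are taken at their bounds. Of the 24, limma called 2, 11 and 17 at 0.75, 2 and 7.5 μM, and of the 8 it called 0, 0 and 2. After Benjamini-Hochberg adjustment the counts were 2, 20 and 23 of the 24 and 0, 7 and 8 of the 8. Both methods of adjustment gave the same pair of genes at all 3 concentrations, *gst-4* (K08F4.7) and *gst-35* (Y1H11.2). The call of *gst-4* at 0.75 μM (log2 change 1.23, SE 0.12, Bonferroni-adjusted p = 0.0066) was lost when any 1 of 11 of the 12 arrays was left out (1.17 to 1.34). By an unadjusted p under 0.01, 36 genes rose and 22 fell at all 3 concentrations. The 3 comparisons share their untreated cultures, and simulated unchanged groups that share controls in the same way gave on average 1.35 rising genes (highest 3 in 20 simulations) and 1.15 falling genes (highest 3) among 16385 genes tested at all 3.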

Among the three HgCl_2_ exposures the only up-regulated gene was metallothionein-2 (*mtl-2*). Conversely, *mtl-2* was down-regulated in response to all MeHgCl exposures. qRT-PCR confirmed these microarray results, showing that *mtl-2* was up-regulated by all HgCl_2_ treatments and down-regulated by MeHgCl. Similarly, *mtl-1* was up-regulated at sub- and low-toxicity HgCl_2_ exposures, and down-regulated in low-toxicity MeHgCl exposure (Figure 2).

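By limma, no gene was called at all 3 HgCl_2_ concentrations under either adjustment. By an unadjusted p under 0.01 the only gene that rose at least 2-fold at all 3 was *mtl-1*, where simulated unchanged groups sharing their controls gave 1.25 rising genes on average (highest 4) among 16201 genes tested at all 3. The log2 signal of *mtl-2* (T08G5.10) was -2.34 ± 1.86 (SD, n = 3) in the untreated cultures of this experiment. It was 1.15 ± 2.65 (SD, n = 3) at 2 μM, 3.93 ± 0.39 at 7.5 μM and 2.56 ± 0.67 at 20 μM HgCl_2_, which gave folds of 11.27, 77.4 and 29.9. Of the exposed arrays, 2 of 3, 3 of 3 and 3 of 3 lay above every untreated array. The rise at 2 μM (log2 change 3.49, SE 1.15) had an unadjusted limma p of 0.0111, and the Benjamini-Hochberg adjusted p at 7.5 and 20 μM were 0.314 and 0.0208, so that no change passed Bonferroni adjustment.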

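After MeHgCl, the log2 signal of *mtl-2* was -4.05 ± 0.14 at 0.75 μM, -4.30 ± 0.42 at 2 μM and -4.13 ± 0.11 at 7.5 μM (SD, n = 3 each), against -2.21 ± 0.40 (SD, n = 3) in the untreated cultures of the MeHgCl experiment. All 3 arrays of each exposure lay below every untreated array. The log2 changes were -1.84, -2.09 and -1.92 (SE 0.26), with Bonferroni-adjusted p of 0.327, 0.0971 and 0.229 and Benjamini-Hochberg adjusted p of 0.0818, 0.0024 and 0.0003 (limma). The difference between the mercurials was tested as an interaction in a fit of all 24 arrays. The change after MeHgCl minus that after HgCl_2_ was -5.33, -8.36 and -6.82 (SE 1.26) at sub-, low- and high-toxicity, with Benjamini-Hochberg adjusted p of 0.437, 0.0078 and 0.0023 and Bonferroni-adjusted p of 1, 0.0369 and 0.517.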

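The log2 signal of *mtl-1* (K11G9.6) was -0.67 ± 1.23 (SD, n = 3) in untreated cultures of the HgCl_2_ experiment, and 1.63 ± 0.86, 3.36 ± 0.51 and 1.94 ± 1.03 (SD, n = 3 each) at 2, 7.5 and 20 μM. Every exposed array was above every untreated array. The log2 changes were 2.30, 4.03 and 2.61 (SE 0.66), and their Benjamini-Hochberg adjusted p of 0.789, 0.309 and 0.0258 did not pass (limma). In the MeHgCl experiment the untreated signal was 1.03 ± 0.44 (SD, n = 3). The log2 changes were -0.37, -0.79 and -0.43 (SE 0.23) at 0.75, 2 and 7.5 μM, and 1, 3 and 2 of the 3 exposed arrays lay below every untreated array. The change at 2 μM had a Benjamini-Hochberg adjusted p of 0.0598 and was 1.73-fold. In the interaction test, MeHgCl minus HgCl_2_ was -2.67, -4.82 and -3.04 (SE 0.74), with Benjamini-Hochberg adjusted p of 0.437, 0.0078 and 0.0113.

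**Figure D1:**
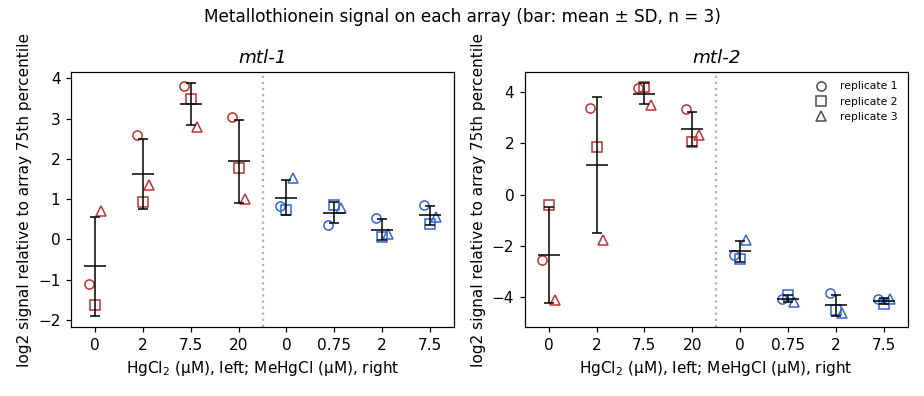
Log2 signal of *mtl-1* (left) and *mtl-2* (right) relative to the 75th percentile of the array in untreated, HgCl_2_-exposed and MeHgCl-exposed cultures, with 1 marker per array (circle, square and triangle for replicates 1, 2 and 3) and bars for the mean ± SD (n = 3). The 9 HgCl_2_-exposed arrays of *mtl-1* lie at or above 0.93, over the highest untreated array at 0.71.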

**Table 2:** Most significantly affected mercurial-responsive genes

**MeHgCl**								
**Sequence name**	**Gene name**	**Fold change**	**Sequence name**	**Gene name**	**Fold change**	**Sequence name**	**Gene name**	**Fold change**
**0.75 μM**			**2 μM**			**7.5 μM**		
Y32G9A.1	*gst-37*	9.4	Y32G9A.1	*gst-37*	77	Y32G9A.1	*gst-37*	100
Y1H11.2	*gst-35*	8.5	F11A5.12	*stdh-2*	24	F11A5.12	*stdh-2*	98
C29F3.1	*ech-1*	4.2	Y1H11.2	*gst-35*	22	W08E12.2		69
F35E12.5		4.0	H23L24.5	*pme-4*	22	F22E5.6		68
M199.7		4.0	Y43F8C.1	*nlp-25*	19	Y53F4B.35	*gst-31*	67
F37B1.8	*gst-19*	-4.2	T26H2.5		-11	C13A2.4		-99
T08G5.10	*mtl-2*	-3.2	Y32B12A.1		-10	F46B3.17	*col-163*	-97
T26H2.5		-3.1	R05D8.11		-7.8	R05D8.11		-93
C05E4.14	*srh-2*	-2.2	F37B1.8	*gst-19*	-5.9	F53F4.7		-91
ZK666.6	*clec-160*	-2.1	E03H12.3	*clec-176*	-5.4	T26H2.5		-88
**HgCl**_**2**_								
**2 μM**			**7.5 μM**			**20 μM**		
T08G5.10	*mtl-2*	3.1	T08G5.10	*mtl-2*	42	F22E10.4	*pgp-15*	84
K01D12.1		2.1	T08G5.1		29	C15B12.8		43
M02D8.4	*asns-2*	2.1	K11G9.6	*mtl-1*	12	C45B2.3		25
F07C4.10		2.1	F56A4.2		11	C17H1.8		21
F15H10.8		2.1	Y39B6A.1		7.9	Y70C5C.2	*clec-9*	21
			T25D10.2		-3.8	K03B8.11		-6.0
			F49H6.12		-3.7	T15B7.3	*col-143*	-5.2
			F29A7.7	*clec-20*	-3.7	Y57A10C.1		-5.2
			F14F8.4	*srz-103*	-2.9	K05F6.4		-5.2
			C43G2.2	*bicd-1*	-2.8	F54E7.5	*sdz-21*	-5.1

**Figure 1:**
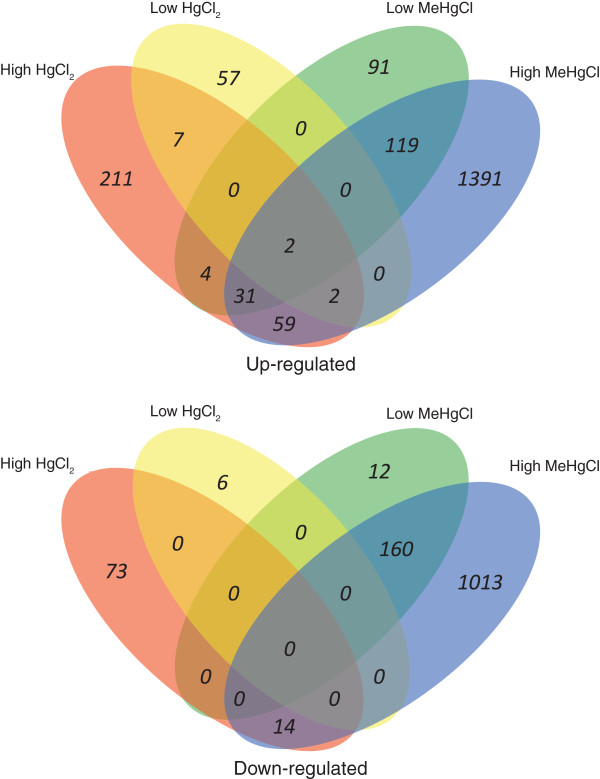
**Venn diagrams of up-regulated and down-regulated genes following low- and high-toxicity HgCl**_**2 **_**and MeHgCl exposures.** Venn diagram indicating which genes are commonly and uniquely up- or down-regulated between the low- and high-toxicity HgCl_2_ and MeHgCl exposures.

**Table 3:** **Differentially expressed *C. elegans *** **genes following MeHgCl exposures**

**Sequence name**	**Gene name**	**MeHgCl concentration (μM)**		
		**0.75**	**2.0**	**7.5**
B0507.8		2.3	2.2	2.0
B0554.6	*dod-20*	2.3	3.3	8.5
C15B12.8		2.7	14	14
C33A12.6	*ugt-21*	2.1	3.7	3.5
C34H4.1		2.6	6.6	13
F07E5.9		2.3	4.3	4.7
F11A5.12	*stdh-2*	3.8	24	98
F11D11.3		2.5	6.5	33
F15B9.1	*far-3*	2.2	3.8	6.3
F35E12.5		4.0	17	32
F37B1.2	*gst-12*	2.1	7.0	39
F53B2.2	*tsp-4*	2.2	5.3	15
F56D5.3		2.2	5.0	7.0
K08F4.7	*gst-4*	2.4	4.4	10
M199.7		4.0	4.9	4.1
T04H1.9	*tbb-6*	2.4	9.6	36
W06H8.2		2.9	9.9	29
Y1H11.2	*gst-35*	2.9	9.9	29
Y32G9A.1	*gst-37*	9.4	77	100
Y39G10AR.6	*ugt-31*	2.1	4.4	5.7
Y43F8C.1	*nlp-25*	3.5	19	17
Y45F10B.1	*tsp-5*	2.1	5.4	17
ZC239.14		2.5	4.4	11
ZK697.6	*gst-21*	2.9	4.2	2.6
C05E4.14	*srh-2*	-2.2	-3.4	-4.5
C11E4.7		-2.1	-3.4	-6.9
C15A11.7		-2.1	-3.9	-6.7
F11A5.9		-2.1	-2.8	-8.3
F37B1.8	*gst-19*	-4.2	-5.9	-5.4
T08G5.10	*mtl-2*	-3.2	-3.5	-3.5
T26H2.5		-3.1	-11	-88
ZK666.6	*clec-60*	-2.1	-3.2	-3.0

**Figure 2:**
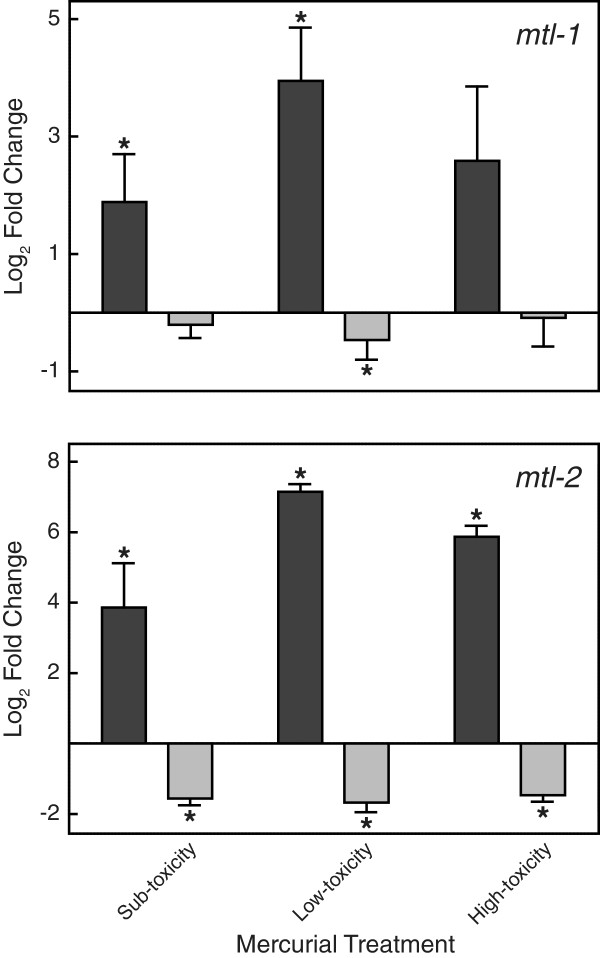
**Effects of HgCl**_**2 **_**and MeHgCl on *C. elegans *metallothionein expression.** Wild-type nematodes were exposed to sub-toxicity (2.0 μM for HgCl_2_; 0.75 μM for MeHgCl ), low-toxicity (7.5 μM for HgCl_2_; 2.0 μM for MeHgCl), and high-toxicity (20 μM for HgCl_2_; 7.5 μM for MeHgCl) mercurial concentrations for 24 h. *Dark bars*, HgCl_2_; *light bars*, MeHgCl. Steady-state levels of *mtl-1* and *mtl-2* were measured using qRT-PCR. Results are displayed as mean log_2_ ± SEM. Significant differences (p < 0.05) relative to untreated *C. elegans* are designated with an asterisk.

Principal components analysis (PCA) and hierarchical clustering were performed to determine the reproducibility of the mercurial-induced changes in the transcriptome, as well as visualize global effects of HgCl_2_ and MeHgCl on *C. elegans* gene expression. 

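Pearson correlations of log2 signal across 17425 genes were computed between the 3 arrays of each group. Genes are not independent replicates, so these are descriptions of the arrays and carry no p. The lowest and highest were 0.974 and 0.987 at 2 μM, 0.981 and 0.988 at 7.5 μM and 0.974 and 0.984 at 20 μM HgCl_2_, and 0.959 and 0.989 at 0.75 μM, 0.966 and 0.992 at 2 μM and 0.977 and 0.988 at 7.5 μM MeHgCl. Among untreated arrays they were 0.954 and 0.975 in the HgCl_2_ experiment and 0.954 and 0.986 in the MeHgCl experiment. The highest untreated value of the HgCl_2_ experiment was that between replicates 1 and 3.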

PCA with all genes showed tight spatial positioning of replicates indicating high experimental reproducibility (Figure 3A). The first principal component, which accounted for 33% of the variation in the data, segregated by mercurial treatments, while the second principal component, which accounted for 22% of the variation, segregated by toxicity treatments or concentration. 

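Principal components were taken from the standardized log2 signals of 20112 genes on the 18 exposed arrays. The first component held 27.9% of the variance, and 96.9% of its variance lay between the mercurials. The HgCl_2_ arrays had scores from 53.9 to 81.0 and the MeHgCl arrays scores from -103 to -48.5. The second component held 23.7% of the variance, of which 93.1% lay between the toxicity levels. On it the 6 high-toxicity arrays had scores from 67.3 to 117 and the other 12 exposed arrays scores from -86.2 to -11.4. The first share moved most when log2 changes against the untreated arrays of the same mercurial were used in place of signals, to 36.1%. Each mercurial had slides of its own, and the scans of the 2 experiments lay 237 days apart. The separation along the first component therefore cannot be assigned to the mercurial apart from the slides and the time of scanning. With the 6 untreated arrays included, the untreated arrays were separated on it too, at 82.8 to 110.9 for HgCl_2_ and -141.1 to -60.1 for MeHgCl. The exposed arrays then lay at 31.9 to 81.0 and at -114.9 to -4.54. These values argue against exposure as the cause of the whole separation.

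**Figure D2:**
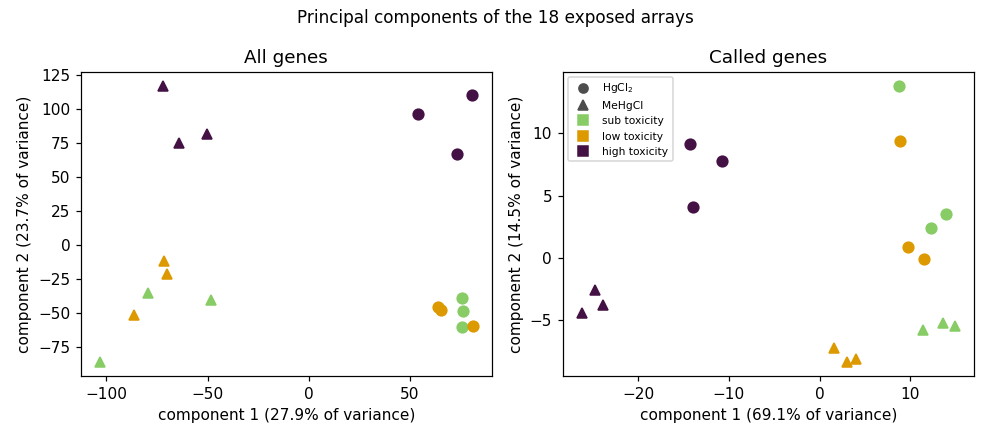
Scores of the 18 exposed arrays on the first 2 principal components of all genes (left, 27.9% and 23.7% of the variance on the axes) and of the called genes (right, 69.1% and 14.5%), circles for HgCl_2_ and triangles for MeHgCl, coloured by toxicity level. On the left the mercurials separate on the first axis and the 6 high-toxicity arrays lie above 67 on the second.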

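Over the 314 called genes, the first component of the exposed arrays held 69.1% and the second 14.5% of the variance, 83.6% together. Their order was exchanged relative to all genes. Of these genes 307 were called at 7.5 μM MeHgCl, so a first component between toxicity levels follows in part from how they were chosen. Of the variance along the first component 90.9% lay between toxicity levels and 4.17% between mercurials, and of that along the second 74.1% lay between mercurials. With the larger set of genes called after Benjamini-Hochberg adjustment, the share of both components was 71.9%, and the first again lay between toxicity levels (95.2%). The same limit holds there, since 2215 of the 2475 genes were called at 7.5 μM MeHgCl.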

PCA using only differentially expressed genes yielded similar results, but the first two principal components accounted for 85% of the variability (Figure 3B).

**Figure 3:**
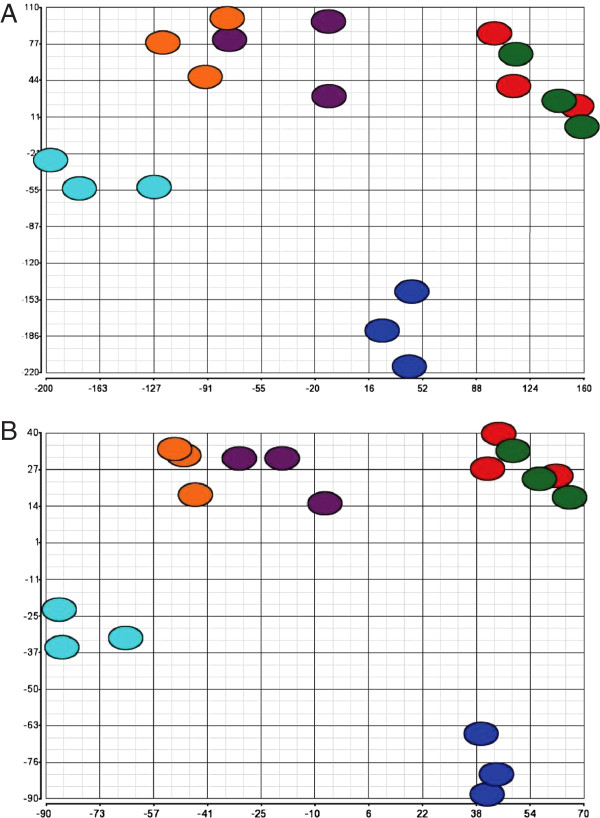
**Principal components analysis.** Panel **A**, PCA using all of the genes on the microarray; Panel **B**, PCA using only significantly, differentially expressed genes. Analyses were performed on three pairs of independent biological replicates. Treatments are designated: 2.0 μM (red), 7.5 μM (green) and 20 μM (dark blue) for HgCl_2_ and 0.75 μM (purple), 2.0 μM (orange) and 7.5 μM (light blue) for MeHgCl.

Consistent with the PCA, the hierarchical clustering found high reproducibility in transcriptome changes for each of the mercurial treatments, indicating high quality data (Figure 4). 

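For each of the 18 exposed arrays the most similar other array was the one at the smallest Euclidean distance across standardized genes. With the called genes, it belonged to the same exposure for 14 arrays and to the same mercurial for 18, and with quantile normalization 12 were of the same exposure. With all genes it was of the same exposure for 9 arrays and of the same mercurial for 18. Only 2 of the 18 had their most similar array on the same slide, in either gene set.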

Hierarchical clustering analysis of differentially expressed genes also found that the two mercurials had different effects on the *C. elegans* transcriptome (Figure 4). 

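Whether a gene changed differently after the 2 mercurials was tested in limma as the change after MeHgCl minus the change after HgCl_2_. At sub-toxicity, 0 of 17071 genes passed, with 1881 at an unadjusted p under 0.05 and 0 by the unmoderated model. At low toxicity 1 of 17138 passed, C15A11.7, a gene of Table 3 that was above background on all 3 arrays only in the untreated MeHgCl group, and at high toxicity 36 of 17252 passed, in 29 of which the change after MeHgCl was the lower. Benjamini-Hochberg adjustment gave 0, 11 and 728 genes. With 1 array left out, the counts ran from 0 to 1 (without 2 μM HgCl_2_ replicate 3), from 0 (without 7.5 μM HgCl_2_ replicate 1) to 4 (without HgCl_2_ untreated replicate 3) and from 20 (without 7.5 μM MeHgCl replicate 1) to 41 (without HgCl_2_ untreated replicate 2). A block for the replicate number gave 3 genes at low and 90 at high toxicity.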

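Across the called genes, the mean log2 changes at 2 and 7.5 μM HgCl_2_ had a correlation of 0.87, and those at 0.75 and 2 μM MeHgCl a correlation of 0.91. The correlations are across genes, which are not independent replicates. Exposures of the same mercurial are compared with the same untreated cultures, and 100 simulations of unchanged groups with shared controls gave a mean correlation of 0.492 for HgCl_2_ (0.283 to 0.717) and of 0.492 for MeHgCl (0.344 to 0.580). Both observed values were above every simulated one. Such simulated averages arise when untreated and exposed groups have equal spread, whereas the untreated HgCl_2_ arrays scattered more. Their correlations with each other ran from 0.954 to 0.975, against 0.974 to 0.988 within the exposed HgCl_2_ groups. A wider spread of shared controls raises this value, so the simulations do not exclude it for HgCl_2_. Without HgCl_2_ untreated replicate 2 the HgCl_2_ value was 0.752. With 1 array left out the HgCl_2_ value ran from 0.72 to 0.95 and the MeHgCl value from 0.86 to 0.93. The MeHgCl value was 0.697 with signals centred on the exposed arrays and 0.549 against the mean of all 6 untreated arrays.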

Gene expression profiles for sub- and low-toxicity treated nematodes were similar for the individual mercurials. The effect of sub- and low-toxicity HgCl_2_ treatments on gene transcription was nearly opposite to the effect of sub- and low-toxicity MeHgCl treatments. 

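Across the 314 called genes, the correlation between the changes after HgCl_2_ and after MeHgCl was -0.65 at sub-toxicity and -0.60 at low toxicity. The exposures compared share no untreated cultures. Both correlations rested on a single array. Without HgCl_2_ untreated replicate 2 they were 0.088 and 0.268, and with any other array left out they stayed negative. Over all 17426 tested genes they were -0.36 and -0.46, and -0.16 and -0.14 without that array. When signals were centred on the 18 exposed arrays in place of the untreated arrays, the sub-toxicity value was 0.492.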

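Of the called genes, 11.1% changed in the same direction after HgCl_2_ and MeHgCl at sub-toxicity and 9.55% at low toxicity. Over all tested genes the shares were 33.2% and 27.8%. K01D12.1 rose by a log2 change of 1.62 at 2 μM HgCl_2_ and fell by 0.31 at 0.75 μM MeHgCl and by 1.06 at 2 μM MeHgCl, and no change of it was called.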

Genes up-regulated by HgCl_2_ sub- and low-toxicity treatments were down-regulated by MeHgCl treatments, and genes down-regulated by sub- and low-toxicity HgCl_2_ treatments were up-regulated by sub- and low-toxicity MeHgCl treatments (Figure 4). 

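The correlation across the called genes between 7.5 and 20 μM HgCl_2_ was -0.44, and between 2 and 7.5 μM MeHgCl it was 0.87. Over all tested genes these correlations were 0.03 and 0.63, where simulated unchanged groups that share their controls averaged 0.499 (0.461 to 0.545) for HgCl_2_ and 0.501 (0.473 to 0.525) for MeHgCl. Between the high-toxicity exposures of the 2 mercurials, which share no controls, the correlation was 0.70, and 85.0% of the called genes changed in the same direction. Of the 314 called genes 307 were chosen by their change at one of these exposures, 7.5 μM MeHgCl. Over all tested genes the correlation was 0.435. Across the called genes it was 0.84 without HgCl_2_ untreated replicate 2, and it was 0.41 at the lowest with another array left out.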

The gene expression profiles for the high-toxicity exposures for HgCl_2_ and MeHgCl were both dissimilar from the other treatments. There were, however, a small number of common differentially expressed genes at the highest HgCl_2_ and MeHgCl concentrations. These may represent a general stress response that could be induced as the nematodes begin to succumb to mercurial toxicity. The PCA and hierarchical clustering results suggest that changes in transcription are dictated largely by the type of mercurial.

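With the 6 untreated arrays included and all genes used, the most similar array was of the same mercurial for 24 of 24 arrays, of the same exposure for 9, and on the same slide for 11. With the called genes it was of the same mercurial for 23 and on the same slide for 6. From the separation of the arrays by mercurial along the first component and in the tree, the paper proposes that the type of mercurial largely sets the changes in transcription.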

**Figure 4:**
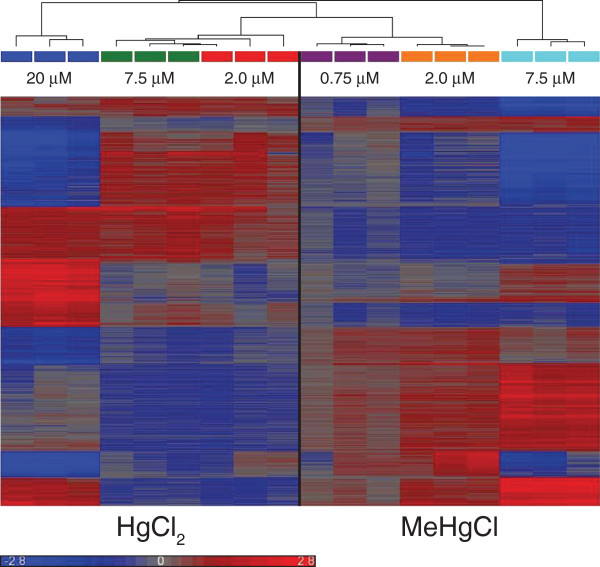
**Hierarchical clustering of microarray experimental replicates.** Hierarchical clustering was performed using three independent biological replicates for *C. elegans* exposed to sub-, low- and high-toxicity HgCl_2_ and MeHgCl concentrations. Red indicates up-regulation of a gene and blue indicates down-regulation of a gene. The dendrogram indicates the degree to which the expression profiles of individual replicates are similar.

Microarray results were further analyzed to identify biological processes affected by the mercurials. Differentially expressed genes were examined for enrichment in Gene Ontologies. Table 4 lists the significantly enriched GO biological processes for each mercurial treatment. For genes affected by high-toxicity HgCl_2_ and MeHgCl exposures, there was an enrichment of genes involved in lipid glycosylation and body morphogenesis. Aside from this difference, there was very little overlap in enriched GO processes between mercurials. There was not a significant enrichment of genes down-regulated in low-toxicity HgCl_2_ exposures. The lack of overlap in enriched GO terms further indicated that HgCl_2_ and MeHgCl had different effects on gene expression and affect unique biological processes.

**Table 4:** Enriched GO biological processes for differentially expressed genes

**Mercurial**	**Toxicity**	**Change in expression**	**Biological process (p-value)**
MeHgCl	Sub-toxic	up-regulated	Metabolic process (0.00097)
	Low-toxic	up-regulated	Lipid glycosylation (4.6E-05)
			Response to heat (0.00084)
			Carbohydrate metabolic process (0.0084)
			Oxidation reduction (0.04)
		down-regulated	Regulation of transcription (0.032)
	High-toxic	up-regulated	Post-translational protein modification (3.4E-67)
			Vitelline membrane formation (8.5E-07)
			Lipid glycosylation (1.1E-05)
			Response to heat (0.0022)
			Enterobactin biosynthetic process (0.044)
		down-regulated	Cell adhesion (9.5E-06)
			Body morphogenesis (1.8E-05)
			Cell-matrix adhesion (4.7E-05)
			Chitin catabolic process (0.00021)
			Regulation of transcription (0.0012)
			Cell wall macromolecule catabolic process (0.025)
			Defense response (0.0035)
			Tail morphogenesis (0.0044)
			Proteolysis (0.0046)
			Cilium morphogenesis (0.012)
			Neuron recognition (0.021)
			Lipid transport (0.021)
			Ubiquitin-dependent catabolic process (0.032)
			Response to oxidative stress (0.035)
			Protein-DNA complex assembly (0.042)
			Regulation of cell migration (0.046)
HgCl_2_	Low-toxic	up-regulated	Proteolysis (7.4E-06)
	High-toxic	up-regulated	Lipid glycosylation (2.5E-14)
			Transmembrane transport (1.1E-06)
			Carbohydrate metabolic process (2.1E-06)
			Extracellular matrix organization (1.3E-05)
			Oxidation reduction (0.0084)
		down-regulated	Body morphogenesis (6.8E-10)
			Locomotion (0.018)
			Morphogenesis of an epithelium (0.024)
			Regulation of multicellular organism growth (0.036)

### Co-expressed genes

The EPIG analysis tool identified gene expression patterns that differed between the two mercurials and the treatment concentrations and then categorized genes with similar patterns of transcription [29]. It has been proposed that genes with similar expression patterns across different treatment conditions may be co-regulated or involved in related biological processes. Using data for all probes and mercurial treatment conditions, 12 unique expression patterns were generated (Figure 5). The number of genes assigned to each pattern varied from 23 genes (pattern 5) to 683 (pattern 8). In each pattern, HgCl_2_ and MeHgCl exposure had different effects on gene expression, which further demonstrated the extent to which HgCl_2_ and MeHgCl had different effects on transcription. 

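The genes that the paper lists for patterns 1 to 10 were averaged on each array relative to the untreated arrays of the same mercurial, and the 9 exposed arrays were compared with the 3 untreated arrays by an exact two-sided permutation test. With 220 splits the smallest p that this test allows is 0.0045. The test takes no account of the pairing of arrays by replicate number, and no paired test of the patterns was run. The patterns were found on these same arrays, so that the tests describe them and are not independent evidence, and 20 such tests were made. Patterns 11 and 12 were not analysed here. The 42 genes of pattern 3 rose by 0.53 after HgCl_2_ (exact p = 0.118) and fell by 0.35 after MeHgCl (exact p = 0.045). Pattern 4, with 206 of 211 genes matched, rose by 0.38 (exact p = 0.127) and fell by 0.50 (exact p = 0.0091). The 23 genes of pattern 5 fell by 0.37 (exact p = 0.059) and rose by 0.78 (exact p = 0.0091). The 203 genes of pattern 6 fell by 0.43 after HgCl_2_ (exact p = 0.327), with a mean of -0.02 after MeHgCl (exact p = 0.964) that averages 0.07, 0.63 and -0.77 at the 3 toxicity levels. The 151 genes of pattern 7 fell by 0.24 (exact p = 0.209) and rose by 0.39 (exact p = 0.0045). In pattern 10, 615 of 616 genes were matched, and their mean was 0.02 (exact p = 0.945) after HgCl_2_ and -0.78 (exact p = 0.105) after MeHgCl. The former averages 0.49, 0.49 and -0.93 at the 3 toxicity levels and was -0.31 without HgCl_2_ untreated replicate 2. Adjusted by the Benjamini-Hochberg method over the 20 tests, the lowest p was 0.0364, and it was reached by pattern 1 after both mercurials and by patterns 4, 5 and 7 after MeHgCl. By quantile normalization the adjusted p after MeHgCl were 0.0545, 0.0545 and 0.0758 for patterns 1, 4 and 5, and the unadjusted p were 0.10 for pattern 3 after MeHgCl and 0.0273 for pattern 5 after HgCl_2_. Without any 1 of the untreated MeHgCl arrays, the p of pattern 3 after MeHgCl was 0.0727. That of pattern 4 was 0.0545 without replicate 3 and that of pattern 5 was 0.0545 without replicate 2. The p of pattern 5 after HgCl_2_ was 0.0424 without 7.5 μM replicate 1, and that of pattern 10 after MeHgCl was 0.0485 without 0.75 μM replicate 3. The change of pattern 5 after HgCl_2_ was -0.45, -0.17 and -0.50 without HgCl_2_ untreated replicates 1, 2 and 3.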

A list of the genes in the different EPIG patterns can be found in Additional file 3: Table S5.

**Figure 5:**
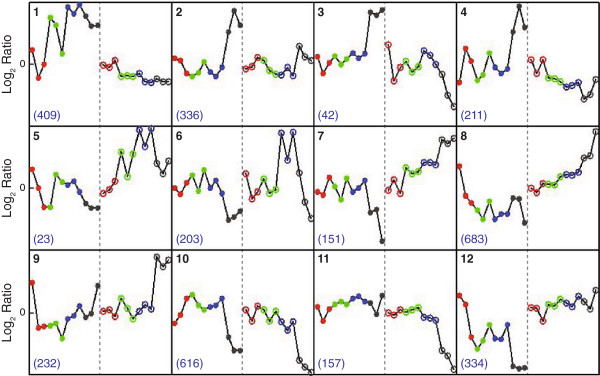
**EPIG clustering of co-expressed genes.** The average log_2_ fold-change of genes in the pattern for each experimental replicate and treatment is represented by the individual data points in each box. Red, green, blue, and black data points are untreated, sub-, low-, and high-toxicity exposures, respectively. Data points to the left of the dotted line (closed circles) are HgCl_2_-responsive genes and those to the right (open circles) are MeHgCl-responsive. The value in the upper left indicates the identification number of the EPIG pattern. The value in the lower left hand indicates the number of genes in the specific pattern. The identity of the genes in each pattern can be found in Additional file 3: Table S5.

Bioinformatics analyses of genes in different EPIG patterns elucidated the biological processes affected by HgCl_2_ and MeHgCl exposure. The efficacy of EPIG in grouping genes with related biological processes was evinced by the greater number of significantly enriched GO categories relative to analysis of the total DEGs. Among the 12 EPIG patterns, there were 104 significantly enriched GO categories. By comparison, analysis of DEGs by treatment and differential expression yielded 38 significantly enriched GO categories. Examining the pattern-specific GO categories defined how *C. elegans* responded to mercurials, and how these responses differed. The five most significantly enriched GO biological processes for each EPIG pattern are listed in Table 5. All significantly enriched biological process and molecular function GO categories are listed in Additional file 4: Table S6.

**Table 5:** Significantly affected GO biological process in each EPIG pattern

**EPIG pattern**	**Biological process (p value)**
1	Oxidative phosphorylation (0.00013)
	Ion transport (0.00020)
	Response to drug (0.00024)
	Monovalent inorganic cation transport (0.00031)
	Metal ion transport (0.00032)
2	Lipid glycosylation (0.0011)
	Monovalent inorganic cation transport (0.0043)
	Metal ion transport (0.0045)
	Transport (0.026)
3	Lipid storage (0.033)
4	Defecation (3.4E-05)
	Oxygen transport (0.00029)
	Regulation of pharyngeal pumping (0.00037)
	Transmembrane transport (0.0084)
	Neurotransmitter transport (0.021)
5	Cytokinesis (1.5E-06)
	Embryonic development ending in birth or egg hatching (0.045)
6	Meiosis (0.018)
7	Embryonic development ending in birth or egg hatching (6.1E-08)
	Mitotic spindle organization (1.2E-05)
	Reproduction (1.8E-05)
	Cytokinesis (0.00027)
	Germ cell development (0.0051)
8	Embryonic development ending in birth or egg hatching (1.4E-28)
	Nematode larval development (7.1E-14)
	Genitalia development (1.0E-12)
	Receptor-mediated endocytosis (2.7E-11)
	Protein catabolic process (1.3E-8)
9	tRNA aminoacylation for protein translation (1.1E-06)
	Lipid glycosylation (0.0020)
	Positive regulation of growth rate (0.033)
10	Lipid metabolic process (0.00073)
	Positive regulation of programmed cell death (0.0019)
	Lipid transport (0.0028)
	Body morphogenesis (0.0047)
	Cell adhesion (0.0078)
11	Oviposition (0.014)
	Transmembrane transport (0.020)
12	Embryonic development ending in birth or egg hatching (4.2E-16)
	Cell division (9.2E-10)
	Morphogenesis of an epithelium (1.3E-6)
	Mitotic spindle organization (4.1E-6)
	Embryonic pattern specification (2.3E-5)

The GO category *embryonic development associated with birth or egg hatching* was significantly enriched in EPIG patterns 5, 7, 8, and 12. However, that ontology comprised 3,555 genes, which were involved in a variety of functions. 

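The 409 genes of pattern 1 were higher by a mean log2 change of 0.52 on the arrays exposed to HgCl_2_ and lower by a mean change of -0.57 on those exposed to MeHgCl. The exact two-sided permutation p were 0.0045, the smallest possible, and 0.0091, both 0.0364 after Benjamini-Hochberg adjustment over the patterns, the latter 0.0545 by quantile normalization. By toxicity level the HgCl_2_ means were 0.40, 0.58 and 0.58 and the MeHgCl means -0.34, -0.66 and -0.70. In pattern 2, with 336 genes, the means were 0.40 (exact p = 0.395) and 0.05 (exact p = 0.764). There the HgCl_2_ means by level were -0.11, 0.00 and 1.30. The HgCl_2_ mean over all levels was 0.23, 0.60 and 0.36 without HgCl_2_ untreated replicates 1, 2 and 3.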

Patterns 1 and 2 included genes that were up-regulated in response to HgCl_2_, but were down-regulated or not affected by MeHgCl. In both patterns, there was an enrichment of genes in the *metal transport* GO category, which included a number of potassium channels (*ccb-2*, *egl-23*, *irk-2*, *kcnl-2*, *shl-1*, *slo-2*, *twk-29*, *twk-33*, *twk-35*, *twk-43*, *twk-46*, *unc-8*, C53A5.5). 

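The genes that the paper lists as potassium channels were taken as printed and were covered by 14 gene names. Among them are *unc-8* and *ccb-2*, whose names are not those of potassium channels. The paper prints fewer genes than names, so not every name stands for a different gene. Their median log2 change was 0.09 at 2 μM, 0.30 at 7.5 μM and 0.91 at 20 μM HgCl_2_, with 12, 14 and 14 of the 14 higher. The rotation test fry of limma gave Benjamini-Hochberg adjusted p of 0.238, 0.0513 and 0.0018. After MeHgCl the medians were -0.36, -0.48 and -0.18, with 0, 1 and 2 of the 14 higher and adjusted p of 0.125, 0.0573 and 0.238. With the replicate number as a block, the adjusted p at 7.5 μM HgCl_2_ was 0.0058 and those after MeHgCl were 0.0203, 0.0077 and 0.0445. The genes were chosen by the study on these arrays, so the tests are not independent evidence. The set test camera with an estimated correlation put none of the 24 pairs of list and exposure of these genes, the proteasome, the ubiquitin genes and the tRNA synthetases past 0.05. In fry 11 of the pairs passed, from 7 without HgCl_2_ untreated replicate 1 to 17 without HgCl_2_ untreated replicate 3. The result at 7.5 μM HgCl_2_ passed without HgCl_2_ untreated replicate 2 (adjusted p = 0.0167), and those at 0.75 and 2 μM MeHgCl passed without MeHgCl untreated replicate 1 (0.0257 and 0.0124).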

Potassium channels have been reported to be inhibited by HgCl_2_ and unaffected by MeHgCl exposure [30,31]. It is possible that HgCl_2_, but not MeHgCl, inhibited potassium channel activity in *C. elegans*, and that the nematode responded by increased transcription of the affected proteins. However, further investigation is required to determine if this is the case.

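Of the genes listed for pattern 8, 682 were matched. Their mean log2 change was -0.33 at 2 μM, -0.35 at 7.5 μM and 0.04 at 20 μM HgCl_2_, and 0.22, 0.51 and 0.99 at 0.75, 2 and 7.5 μM MeHgCl. Over all exposures of a mercurial the mean was -0.21 after HgCl_2_ (exact permutation p = 0.218) and 0.57 after MeHgCl (exact permutation p = 0.018, or 0.0606 after Benjamini-Hochberg adjustment over the patterns). Without MeHgCl untreated replicate 3 the MeHgCl p was 0.0727. Without HgCl_2_ untreated replicate 2 the HgCl_2_ means were -0.15, -0.17 and 0.23.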

Pattern 8 comprised 683 genes that were down-regulated in response to HgCl_2_ and up-regulated in response to MeHgCl. There was a significant enrichment of genes in the *protein catabolic process*, including components of the proteasome (*pas-1*, *pas-2*, *pas-3*, *pas-4*, *pas-5*, *pas-6*, *pas-7*, *pbs-2*, *pbs-4*, *pbs-6*, *pbs-7rpt-1*, *rpt-2*, *rpt-3*, *rpt-5*, *rpt-6*), ubiquitin ligases (*skr-2* and *skr-18*), and ubiquitin-specific proteases (*usp-14*, *usp-48*, *usp-5*). This suggested that nematodes responded to an increase in the level of methylmercury-damaged proteins by up-regulating the ubiquitin-proteasome system.

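All 16 gene names of the proteasome subunits were lower at 2 μM (median log2 change -0.25) and at 7.5 μM HgCl_2_ (-0.27), and 12 of 16 were lower at 20 μM (-0.17). In limma's rotation test fry the adjusted p were 0.125, 0.112 and 0.289. All 16 were higher at each MeHgCl concentration, with medians of 0.26, 0.55 and 0.85 and adjusted p of 0.110, 0.0082 and 0.0008. The 5 ubiquitin-pathway genes *usp-5*, *usp-14*, *usp-48*, *skr-2* and *skr-18* were all lower at each HgCl_2_ concentration, with medians of -0.20, -0.24 and -0.34 and adjusted p of 0.0798, 0.0302 and 0.0138. They were all higher after MeHgCl, by 0.33, 0.54 and 0.43, with adjusted p of 0.0435, 0.0082 and 0.0082. Both lists were chosen by the study on these arrays, so these tests are not independent evidence. By camera with an estimated correlation no result of either list passed. No member of either list changed 2-fold after HgCl_2_. Single arrays decided several of the weaker results. Without HgCl_2_ untreated replicate 1 the ubiquitin p at 7.5 and 20 μM HgCl_2_ were 0.0817 and 0.0532, without HgCl_2_ untreated replicate 3 the proteasome p at 2 and 7.5 μM were 0.0414, and without MeHgCl untreated replicate 3 the ubiquitin p at 0.75 μM was 0.131. With the replicate number as a block the last of these was 0.0507.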

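The 232 genes of pattern 9 had mean log2 changes of 0.13, 0.50 and 1.59 at 0.75, 2 and 7.5 μM MeHgCl and of -0.35, -0.27 and 0.78 at 2, 7.5 and 20 μM HgCl_2_. Over all exposures the mean was 0.74 after MeHgCl (exact permutation p = 0.082) and 0.05 after HgCl_2_ (exact permutation p = 0.768). The HgCl_2_ value was 0.38 without HgCl_2_ untreated replicate 2 and -0.17 without replicate 1, and the mean at 20 μM was 1.11 without replicate 2.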

Pattern 9 contained 232 genes whose levels of expression increased at high-toxicity MeHgCl exposures, but were largely unaffected by sub- and low-toxicity MeHgCl and all HgCl_2_ exposures. 

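The synthetase genes *drs-1* (B0464.1), *grs-1* (T10F2.1), *nrs-1* (F22D6.3), *srs-2* (C47E12.1) and *vrs-2* (Y87G2A.5) were all higher at each MeHgCl concentration, with median log2 changes of 0.14, 0.37 and 0.71 and adjusted p of 0.0573, 0.0026 and 2e-05 (fry, limma). With the replicate number as a block the first was 0.0337. After HgCl_2_ all 5 were lower at 2 μM (median -0.28, adjusted p = 0.147) and at 7.5 μM (-0.16, adjusted p = 0.170) and all 5 were higher at 20 μM (0.30, adjusted p = 0.0435, or 0.0507 with the block). The last p was above 0.05 with most single arrays left out, at most 0.114 (without HgCl_2_ untreated replicate 1), and the p at 2 and 7.5 μM were 0.0414 and 0.0415 without HgCl_2_ untreated replicate 3. At 0.75 μM MeHgCl it was 0.0143 without MeHgCl untreated replicate 1. Pattern 9 was found on these same arrays, so these tests are not independent evidence. By camera with an estimated correlation, the adjusted p was 0.185 at each MeHgCl concentration. The list holds the synthetases that the paper names among the genes of pattern 9. With those of methionine and tyrosine (*mars-1* and *yars-1*), added after the values had been seen, 6, 6 and 7 of 7 genes were higher after MeHgCl, with adjusted p of 0.118, 0.0082 and 9e-06, and the adjusted p at 20 μM HgCl_2_ was 0.0513.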

The most significantly enriched GO was *tRNA aminoacylation for protein translation*, which included the tRNA synthetases for asparagine, aspartic acid, glycine, methionine, serine, tyrosine and valine. MeHgCl inhibits protein synthesis, which has been attributed to the ability of MeHgCl to disrupt aminoacyl-tRNA synthetase activity [32]. The data in this report suggested that nematodes increased transcription of aminoacyl-tRNA synthetases to compensate for the inhibition of these enzymes by MeHgCl.

### Functional analysis of mercury-responsive *C. elegans* genes

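The number of genes with a mean increase of at least 2-fold was 211, 451 and 1372 at 2, 7.5 and 20 μM HgCl_2_ and 74, 371 and 2191 at 0.75, 2 and 7.5 μM MeHgCl. On all 3 exposed arrays above every untreated array, and at least 2-fold higher, were 39, 213 and 1006 genes after HgCl_2_ and 60, 327 and 2113 after MeHgCl. With 3 arrays against 3, chance places a gene's groups apart in a share of 0.1 of cases, in one direction or the other.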

Exposure to HgCl_2_ and MeHgCl resulted in the up-regulation of hundreds of *C. elegans* genes. We hypothesized that up-regulated genes were likely to be important in protecting *C. elegans* against mercurial toxicity. To investigate this hypothesis, RNAi was used to assess the effects of knocking down gene expression on *C. elegans* growth in the presence of HgCl_2_ or MeHgCl. Genes whose level of expression increased > 2-fold under all HgCl_2_ exposure conditions and the sub- and low-toxicity MeHgCl exposures were selected. In addition, genes whose level of expression increased > 5-fold at the high-toxicity MeHgCl exposure were selected. 

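With fold limits alone, over 2-fold at any HgCl_2_ concentration or at 0.75 or 2 μM MeHgCl and over 5-fold at 7.5 μM MeHgCl, 1510 genes rose after HgCl_2_ only, 790 after MeHgCl only and 297 after both. With Benjamini-Hochberg adjusted limma p under 0.01 in addition, the numbers were 142, 281 and 6, and with Bonferroni adjustment 122 genes remained, 6 of them after HgCl_2_ only and 0 after both. Growth after RNAi was not analysed here.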

Using these selection criteria, 599 genes were tested, which included 258, 276, and 65 genes that were up-regulated by HgCl_2,_ MeHgCl, and both mercurials, respectively.

Gene-mercurial interactions were tested for both mercurials for all genes. An interaction was identified when gene knockdown and mercurial exposure resulted in growth that was significantly different from the predicted additive effects of the independent mercurial exposure and knockdown in gene expression.

In the initial screen, significant gene-mercurial interactions to at least one mercurial for 155 genes were observed. The effect on growth of knocking down these genes concomitant with mercurial exposure was then quantitatively assessed. For each gene-mercurial combination, interaction parameters and p-values were calculated. A positive interaction parameter indicated that nematodes exposed to mercurial and dsRNA had greater than predicted growth (i.e. knocking down the gene increased the nematodes’ resistance to the mercurial). A negative interaction indicated that nematodes exposed to both mercurial and dsRNA had less than predicted growth (i.e. knocking down the gene decreased the nematodes’ resistance to that mercurial).

Eighteen genes showed significant gene-mercurial interactions (Table 6). Genes that had positive gene-mercurial interactions included those encoding choline kinase (*ckb-2*), an F-box A protein (*fbxa-136*), an ATP-binding cassette transporter (*wht-3*), and a C-type lectin (*clec-163*). Genes that had negative gene-mercurial interactions included genes encoding: γ-glutamylcysteine synthetase (*gcs-1*), a member of the tetraspanin integral membrane protein family (*tsp-5*), a poly-ADP-ribose metabolism enzyme (*pme-4*), an F-box A protein (*fbxa-116*), and a long-chain fatty acid elongation enzyme (*elo-6*). The remaining genes have limited information related to their function. Of the 20 significant interactions, two genes showed significant gene-mercurial interactions with both mercurials: *gcs-1* and F14F9.4, which encodes a hypothetical protein. The remaining gene-mercurial interactions were mercurial-specific. The results of all *C. elegans* gene-mercurial interactions are listed in Additional file 5: Table S7.

**Table 6:** ***C. elegans *** **gene-mercurial interactions**

**Mercurial**	**Sequence name**	**Gene name**	**Interaction p-value**	**Interaction parameter**
HgCl_2_	F14F9.4		0.00072	161
	F59D6.2		0.00036	129
	B0285.9	*ckb-2*	1.20E-06	122
	C54D10.8		0.0022	122
	C18D4.2	*fbxa-136*	0.0036	107
	F19C7.5		3.00E-06	95
	C16C10.12	*wht-3*	0.00022	94
	Y39A1B.1	*clec-163*	0.0017	78
	T09F5.10		0.0061	65
	F37B12.2	*gcs-1*	2.40E-05	-228
MeHgCl	F14F9.4		0.0068	121
	K01D12.1		0.0024	54
	F37B12.2	*gcs-1*	2.9E-11	-354
	Y45F10B.1	*tsp-5*	0.0016	-153
	H23L24.5	*pme-4*	0.0069	-148
	Y113G7B.1	*fbxa-116*	0.00057	-137
	Y69E1A.8		0.0021	-104
	T05E7.4		0.00013	-103
	T22D1.2		0.00079	-101
	F41H10.8	*elo-6*	0.010	-99

### Effect of mercurials on gene expression in human cells

Results with *C. elegans* indicated that transcriptional responses varied by type of mercurial. To determine if a similar response occurred in human cells, the effects of HgCl_2_ and MeHgCl exposure on transcription in three human-derived cell lines: SK-N-SH, HepG2 and HEK293 were examined. The effects on the steady state mRNA levels of human homologs to *C. elegans* genes for which there were significant gene-mercurial interactions were determined: ABCG2 (*C. elegans* WHT-3), a transporter that exports chemotherapeutic agents from cells and is up-regulated in many cancers [33]; BACE1 (*C. elegans* ASP-7), the rate limiting enzyme for the production of β-amyloid peptide [34]; BACE2, a BACE1 homolog, though less is known about its function; choline kinases CHKA and CHKB (*C. elegans* CKB-2), generate phosphocholine [35]; ELOVL3 and ELOVL6 (*C. elegans* ELO-6), synthesize saturated and mono-unsaturated long-chain fatty acids [36]; GCLC (*C. elegans* GCS-1), glutamate-cysteine ligase catalytic subunit for the rate limiting enzyme in glutathione synthesis [37]; and PARG (*C. elegans* PME-4), catalyzes the hydrolysis of poly-(ADP-ribose) [38].

A total of 162 cell line-mercurial concentration-gene combinations were tested. Of these, 36 resulted in a significant affect on gene expression, and every gene was differentially expressed in at least one condition (Table 7). 

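At 20 μM HgCl_2_ and 7.5 μM MeHgCl, the log2 changes were 1.21 and 0.78 for *gcs-1*, 1.56 and 0.79 for *ckb-2*, 0.87 and 2.68 for *wht-3*, and 1.29 and 0.07 for *asp-7*. The change of *wht-3* after MeHgCl had a Benjamini-Hochberg adjusted p of 0.0086 in limma, and none of these changes passed Bonferroni adjustment. Of the 3 arrays, *asp-7* was well above background on 1 in untreated cultures of the HgCl_2_ experiment, and on 2 in untreated cultures and 2 at 7.5 μM in that of MeHgCl. The human cells were not analysed here.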

Interestingly, while the *C. elegans* homologs of these genes were all up-regulated in response to at least one mercurial, many of the human homologs were down-regulated. This was evident in the HepG2 cells, where PARG, ELOVL6, BACE1, CHKA, CHKB, and ABCG2 were down-regulated in response to MeHgCl exposure. There were also cell line specific responses to mercurial exposure. For example, BACE2 was up-regulated at the HgCl_2_ EC_20_ and EC_50_ in SK-N-SH cells, but was down-regulated at the EC_50_ in HEK293 cells.

**Table 7:** Effects of mercurial on gene expression in cells

**Genes**		**SK-N-SH**						**HepG2**						**HEK293**					
***C. elegans***	**Human**	**HgCl**_**2**_			**MeHgCl**			**HgCl**_**2**_			**MeHgCl**			**HgCl**_**2**_			**MeHgCl**		
		**NOAEL**	**EC**_**20**_	**EC**_**50**_	**NOAEL**	**EC**_**20**_	**EC**_**50**_	**NOAEL**	**EC**_**20**_	**EC**_**50**_	**NOAEL**	**EC**_**20**_	**EC**_**50**_	**NOAEL**	**EC**_**20**_	**EC**_**50**_	**NOAEL**	**EC**_**20**_	**EC**_**50**_
*wht-3*	ABCG2	Not Detected						-	-	-	-2.0	-3.0	-5.3	-	-	1.9	-	-	-
*asp-7*	BACE1	-	-	-	-	-	-	-	-	-	-	-1.9	-3.1	-	-	-	-	-	-
	BACE2	-	1.8	2.8	-	-	-	-	-	-	-	-	-	-	-	-1.7	-	-	-
*ckb-2*	CHKA	-	-	3.8	-	-	-	-	-	-1.5	-	-1.4	-2.3	-	-	1.9	-	-	-
	CHKB	-	-	2.0	1.8	2.7	2.0	-	-	-	-1.2	-	-2.0	-	-	-	-	-	-
*elo-6*	ELOVL3	-	-	9.8	-	-	-	-	-	-	-	11	10	-	-	8.3	-	-	7.0
	ELOVL6	-	-	1.8	-	-	-	-	-2.0	-	-2.2	-2.4	-2.8	-	-	-	-	-	-
*gcs-1*	GCLC	-	-	2.6	-	-	-	2.5	2.6	-	2.8	2.1	-	-	-	-	-	-	-
*pme-4*	PARG	-	-	-	-	-	-	-	-	-	-	-	-2.4	-	-	-	-	-	-

The number in each cell indicates the fold-change in expression. Cells containing ”-“ indicate no significant change in gene expression.

As was observed in *C. elegans*, HgCl_2_ and MeHgCl had different effects on transcription. For example, in HepG2 cells, both EC_20_ and EC_50_ MeHgCl treatments resulted in an ~10-fold increase in ELOVL3 levels, while HgCl_2_ exposure had no effect on ELOVL3 mRNA levels. Of the 36 conditions that resulted in a significant change in gene expression, 24 were unique to a specific cell line-mercurial combination. There were six conditions where both mercurials, at equitoxic concentrations, induced similar changes in gene expression. In SK-N-SH cells, CHKB was up-regulated by EC_50_ exposures to both mercurials, and in HEK293 cells, ELOVL3 was up-regulated by EC_50_ exposures to both mercurials. In HepG2 cells, GCLC was up-regulated by NOAEL and EC_20_ HgCl_2_ and MeHgCl treatments, while ELOVL6 and CHKA were down-regulated by EC_20_ and NOAEL treatments, respectively. There were no instances in which a gene was significantly up-regulated by one mercurial and significantly down-regulated by the other. Overall, these results were similar to that observed in *C. elegans*, where HgCl_2_ and MeHgCl exposure showed metal-specific effects on gene expression.

### Functional analysis of gene-mercurial interactions of human homologs

A subset of *C. elegans* genes up-regulated in response to mercurial exposure was found to be important in the nematode response to mercurial exposure. To determine if the human homologs of these genes also affected the mammalian response to mercurial exposure, the effect of gene knockdown on the viability of SK-N-SH, HepG2 and HEK293 cells after a 24 h exposure to estimated EC_50_ mercurial concentrations was determined. There was no detectable ABCG2 expression in SK-N-SH cells, and BACE2 was not significantly knocked down in SK-N-SH and HepG2 cells, therefore these conditions were not tested. In all other cases, siRNA treatment resulted in a significant decrease in target mRNA (Additional file 1: Figure S4).

As with the *C. elegans* RNAi experiment, genes were deemed critical to the cells’ response to mercurial exposure if there was a significant gene-mercurial interaction. A positive interaction indicated more than expected viable cells, and a negative interaction indicated fewer than expected viable cells. There were 11 significant interactions (Table 8). There were no significant interactions with either mercurial for BACE1, BACE2, or CHKB in any cell line. There were no instances in which a gene-cell line combination resulted in a significant interaction with both HgCl_2_ and MeHgCl. Ten of the significant interactions were negative, with only knockdown of ELOVL6 in HgCl_2_-treated HepG2 cells resulting in a positive interaction. This interaction resulted in a 58% increase in viable cells, which was the largest magnitude change of any gene-mercurial interaction. Knockdown of ELOVL3 resulted in negative interactions in HgCl_2_-treated SK-N-SH cells and MeHgCl-treated HEK293 cells, and had no effect in mercurial-treated HepG2 cells. Knockdown of CHKA in MeHgCl-exposed cells resulted in a negative interaction in all three cell lines. However, significant CHKA-HgCl_2_ interactions were not observed. Knockdown of ABCG2 in MeHgCl-exposed cells resulted in negative interactions in HepG2 and HEK293 cells. All other gene-mercurial interactions were cell line-specific. There was a significant GCLC-mercurial effect only in SK-N-SH cells treated with HgCl_2_ and HepG2 cells treated with MeHgCl. As the GCLC homolog, *gcs-1*, was the most critical resistance gene to both mercurials in *C. elegans*, it was expected that similar results would be observed in cell culture. As was observed in *C. elegans*, different genes are critical in the cellular response to different mercurials.

**Table 8:** Gene-mercurial interactions in human cells

**Gene**	**Mercurial**	**Interaction parameters (p-values)**		
		**SK-N-SH**	**HepG2**	**HEK293**
ABCG2	HgCl_2_	NA	-1% (0.83)	-5% (0.56)
	MeHgCl	NA	**-8% (0.038)**	**-28% (0.0068)**
BACE1	HgCl_2_	-21% (0.057)	21% (0.069)	-1% (0.92)
	MeHgCl	-11% (0.22)	-3% (0.68)	-28% (0.063)
BACE2	HgCl_2_	NA	NA	-2% (0.87)
	MeHgCl	NA	NA	-26% (0.30)
CHKA	HgCl_2_	-26% (0.088)	-3% (0.72)	-20% (0.11)
	MeHgCl	**-27% (0.037)**	**-21% (0.0028)**	**-31% (0.021)**
CHKB	HgCl_2_	-18% (0.39)	19% (0.24)	4% (0.71)
	MeHgCl	-10% (0.24)	1% (0.92)	5% (0.78)
ELOVL3	HgCl_2_	**-21% (0.0066)**	-4% (0.76)	-7% (0.62)
	MeHgCl	-5% (0.53)	5% (0.35)	**-37% (0.0023)**
ELOVL6	HgCl_2_	-25% (0.35)	**58% (<0.001)**	3% (0.91)
	MeHgCl	-28% (0.071)	3% (0.57)	20% (0.43)
GCLC	HgCl_2_	**-15% (0.031)**	0% (1.00)	-25% (0.060)
	MeHgCl	-2% (0.45)	**-22% (<0.001)**	3% (0.82)
PARG	HgCl_2_	-15% (0.15)	-4% (0.59)	-22% (0.20)
	MeHgCl	6% (0.61)	1% (0.96)	**-53% (0.0076)**

Significant (at the 0.05 alpha cutoff) positive and negative gene-mercurial interactions are highlighted in **bold**. Numbers in cells indicate the percent change in viable cells from predicted additive effect of gene knock-down and mercurial exposure. “NA” indicates a condition that was not tested.

## Discussion

In the present study, global transcriptome profiles for *C. elegans* exposed to sub-, low- and high-toxicity concentrations of HgCl_2_ and MeHgCl were compared. The use of three equitoxic levels of mercurial allowed for a more relevant comparison of the effects. After demonstrating the differences in *C. elegans* responses to HgCl_2_ and MeHgCl exposure, the role of selected genes in mercurial response was assessed in three human cell lines. In both *C. elegans* and mammalian cells, HgCl_2_ and MeHgCl exposure had unique effects on gene expression, and different genes were important in protecting the organism from mercurial toxicity.

At each equitoxic exposure, there were a greater number of DEGs in MeHgCl-treated *C. elegans* than in HgCl_2_-treated. Furthermore, at each level of toxicity, there was a higher percentage of DEGs down-regulated by MeHgCl, compared to HgCl_2_: sub-toxicity (0% HgCl_2_, 20% MeHgCl), low-toxicity (8% HgCl_2_, 41% MeHgCl), high-toxicity (22% HgCl_2_, 43% MeHgCl). 

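No called gene was down-regulated at 0.75 or 2 μM MeHgCl or at 20 μM HgCl_2_, and at 7.5 μM MeHgCl 50.5% were. With the replicate number as a block, 1 of 3 called genes, 5 of 27 and 12 of 26 at these exposures were down-regulated, and 61.9% at 7.5 μM MeHgCl. With the slide as a random block, 57 of 90 at 20 μM HgCl_2_ were down-regulated. After Benjamini-Hochberg adjustment, 40.4% and 63.7% of the genes at 2 and 7.5 μM MeHgCl and 60.4% of those at 20 μM HgCl_2_ were down-regulated. With an unadjusted p under 0.01, the share after HgCl_2_ was 9.09%, 14.0% and 42.8% at sub-, low- and high-toxicity, and after MeHgCl it was 40.3%, 62.2% and 62.7%. Of all genes changed at least 2-fold, 31.9%, 21.4% and 43.1% after HgCl_2_ and 49.7%, 63.6% and 47.9% after MeHgCl were lower. Quantile normalization moved the median of all genes relative to the scaling used here by -0.117 at 7.5 μM and -0.103 at 20 μM HgCl_2_ and by 0.110 at 2 μM MeHgCl, on the log2 scale. With it, 37.5% of 8 called genes at 20 μM HgCl_2_, 7.14% of 14 at 2 μM MeHgCl and 49.5% of 325 at 7.5 μM MeHgCl were down-regulated.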

High percentages (41%-76%) of DEGs were down-regulated in response to MeHgCl in studies using mouse embryo fibroblasts [39]. In contrast, microarray analysis of livers from HgCl_2_-exposed zebrafish found approximately equal numbers of up- and down-regulated genes, and analysis of Hg^0^-exposed rat lungs found more up-regulated than down-regulated genes [22,40].

One of the most striking results of the present study was the degree to which the transcriptomes of HgCl_2_ and MeHgCl differed. There were very few common DEGs between mercurial exposures. PCA indicated that more variability was attributed to the mercurial species than the level of toxicity (Figure 3). Similarly, hierarchical clustering of DEGs at sub-and low-toxicity concentrations showed almost opposite transcriptional responses for HgCl_2_ and MeHgCl (Figure 4). 

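With each gene centred but not standardized, the first component of the exposed arrays held 33.7% of the variance and 53.9% of it lay between toxicity levels, against 31.4% between mercurials. The second held 25.4%, with 62.3% of it between mercurials. Over genes well above background on all 24 arrays and standardized, the shares were 30.3% and 26.0%, and the first again lay between mercurials (95.6%).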

At high-toxicity exposures, when cellular stress is elevated, one would expect similarities in the DEGs. 

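After Benjamini-Hochberg adjustment, 20 genes were up-regulated at both high-toxicity exposures, against 6.56 expected from the numbers called at each (Fisher's exact test, p = 8.28e-06). Down-regulated at both were 95, against 18.2 expected (Fisher's exact test, p = 6.12e-45). Genes are not independent, so these p describe the overlap only. Without HgCl_2_ untreated replicate 2 the numbers were 296, against 40.6 expected, and 424, against 66.1 expected.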

There were 94 up-regulated and 14 down-regulated common DEGs following exposure to high-toxicity concentrations of HgCl_2_ and MeHgCl. 

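At the Bonferroni threshold no *gst*, *ugt* or *hsp* gene was called at both high-toxicity exposures, and 5 *gst* genes and 1 *ugt* gene were when HgCl_2_ untreated replicate 2 was left out. Singly, 1 of 64 tested *ugt* genes was called at 20 μM HgCl_2_ and 4 of 64 at 7.5 μM MeHgCl, or 4 and 21 after Benjamini-Hochberg adjustment. Adjusted over the list alone, the numbers were 4 and 15. The median log2 change of the *ugt* genes was 0.67 in both. Of the 22 *hsp* genes, limma called 0 at 20 μM HgCl_2_ (7 at least 2-fold higher, median 0.34) and 6 at 7.5 μM MeHgCl (median 0.42), or 8 adjusted over the list alone. Expression of *hsp-16.2* rose by a log2 change of 6.13 (70.1-fold) at 7.5 μM MeHgCl and was called, although not in the unmoderated model or when all 24 arrays were fitted together. At 20 μM HgCl_2_ it rose by 2.51 (Benjamini-Hochberg adjusted p = 0.204), or by 4.38 without HgCl_2_ untreated replicate 2.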

While the majority of these genes were poorly characterized, there were several known stress-response genes: seven UDP-glucuronosyl transferases, six glutathione *S*-transferases, and a heat shock protein. The common DEGs, however, represented less than 3.5% of the total number of DEGs. The differences in the HgCl_2_ and MeHgCl transcriptomes suggest that the two mercurials have different mechanisms of action.

HgCl_2_ and MeHgCl differed in the number of positive and negative gene-mercurial interactions. Of the 18 genes for which there was a gene-mercurial interaction, only two interacted with both HgCl_2_ and MeHgCl. Of the ten significant gene-MeHgCl interactions, eight resulted in increased susceptibility to MeHgCl. Conversely, of the ten significant gene-HgCl_2_ interactions, nine resulted in increased tolerance to HgCl_2_. The differences in direction of the gene-mercurial interactions between the two mercurials and the paucity of similar gene-mercurial interactions were further evidence that the two mercurials acted through unique mechanisms at the molecular level.

Metallothionein binding of inorganic metals is a common detoxification mechanism. Therefore, increased mRNA levels were expected following mercurial exposure. The *C. elegans* metallothionein genes, *mtl-1* and *mtl-2*, were up-regulated in response to HgCl_2_ exposure. They were however, down-regulated following MeHgCl exposure. 

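With each array of an experiment left out in turn, the log2 change of *mtl-2* stayed between 2.39 and 4.96, 5.40 and 7.25, and 4.03 and 5.88 at 2, 7.5 and 20 μM HgCl_2_, and between -1.99 and -1.62, -2.33 and -1.87, and -2.07 and -1.69 at 0.75, 2 and 7.5 μM MeHgCl. For *mtl-1* the ranges were 1.81 to 2.99, 3.56 to 4.73 and 2.06 to 3.30 after HgCl_2_ and -0.52 to -0.12, -0.94 to -0.54 and -0.58 to -0.18 after MeHgCl. No direction changed, and no change passed Bonferroni adjustment in any of these fits.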

Previous publications in a variety of species report inconsistent induction of metallothioneins in response to MeHgCl exposure [41-44]. The present study is the first to report a down-regulation of metallothionein gene expression in response to MeHgCl exposure. Although earlier studies showed that metallothioneins were incapable of binding methylmercury [45], more recent work indicated that metallothioneins could bind methylmercury [46]. In addition to binding metals, metallothioneins are also important in regulating the redox status of cells and preventing intracellular oxidative damage. Metallothioneins increase resistance to MeHgCl toxicity, possibly by protecting cellular components from mercurial-induced oxidative stress [47]. These data suggest that the increased sensitivity of *C. elegans* to MeHgCl may be a consequence of its inability to induce metallothionein expression in response to this mercurial.

In MeHgCl-exposed *C. elegans*, decreased metallothionein levels likely result in increased reliance on glutathione-mediated detoxification. In the low-toxicity MeHgCl treatment, 13 glutathione *S*-transferases were up-regulated. Conversely, no glutathione *S*-transferases were up-regulated in the low-toxicity HgCl_2_ exposure. 

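The arrays carried 44 *gst* genes. At 2 μM MeHgCl, 42 were tested and limma called 5 up-regulated, 12 after Benjamini-Hochberg adjustment, 12 adjusted over the list alone and 13 with an unadjusted p under 0.01. The family's median log2 change was 0.53, and 30 of 42 were higher. Of these genes, *gst-35* had a log2 signal of 1.70 ± 0.27 (SD, n = 3) against -2.75 ± 0.26 (SD, n = 3) in untreated cultures, a 21.9-fold rise. For *gst-37*, which was below the background limit on all 3 untreated arrays (-10.40 ± 0.31), the rise was at least 17.6-fold, and *gst-4* rose by 2.17. At 0.75 μM MeHgCl, *gst-35* had risen 8.31-fold and 2 members were called, or 4 adjusted over the list alone. The number at 2 μM moved most with an unadjusted p, and it was 10 and 12 with the slide as a random and as a fixed block. Members that fell included *gst-19* (F37B1.8), with log2 changes of -2.17, -2.78 and -2.62 at the 3 MeHgCl concentrations, none of them called.

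**Figure D3:**
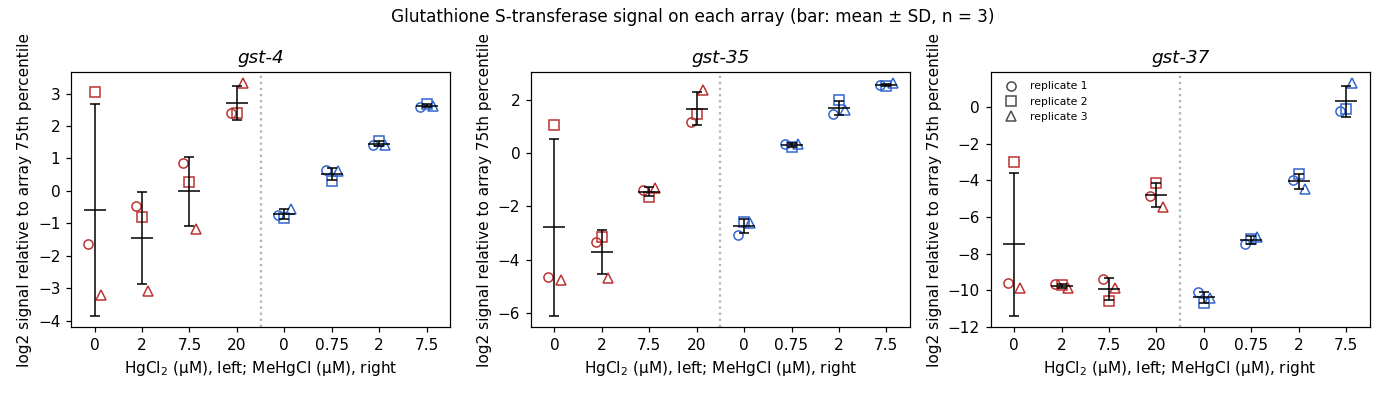
Log2 signal of *gst-4*, *gst-35* and *gst-37* relative to the 75th percentile of the array by group, with 1 marker per array (circle, square and triangle for replicates 1, 2 and 3) and bars for the mean ± SD (n = 3). Replicate 2 of the untreated HgCl_2_ group lies at 3.05, 1.05 and -2.99, far above the other untreated arrays of that group.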

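At 7.5 μM HgCl_2_, limma called 0 of 41 tested *gst* genes. None had an unadjusted p under 0.01 with a 2-fold change, and 4 were at least 2-fold higher. The median log2 change was 0.14, and it was 0.02 after quantile normalization and 0.56 without HgCl_2_ untreated replicate 2. At 2 μM the median of 40 genes was -0.19, with 8 of them at least 2-fold lower, and it changed sign to 0.30 without that array. Expression of *gst-4* and *gst-35* at 7.5 μM rose by 0.58 and 1.34, with SE of 1.29 and 1.21.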

In high-toxicity treatments, there were 19 glutathione *S*-transferases up-regulated in MeHgCl-exposed nematodes and seven in HgCl_2_-exposed nematodes. In addition, knockdown of *gcs-1* increased *C. elegans* susceptibility to both mercurials; however, the effect was greater in MeHgCl-exposed nematodes (Table 6). 

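At 7.5 μM MeHgCl, 13 *gst* genes were called up-regulated and 1 down-regulated, with 23 up-regulated after Benjamini-Hochberg adjustment and 20 adjusted over the list alone. The median log2 change of the family was 1.17, and *gst-35* rose 40.1-fold and *gst-4* by 3.34. At 20 μM HgCl_2_, 0 of 42 were called, 0 after Benjamini-Hochberg adjustment and 0 in the unmoderated model, while 7 rose at least 2-fold with an unadjusted p under 0.01 and 35 of 42 were higher (median 0.95). Without HgCl_2_ untreated replicate 2, 5 were called there. Expression of *gst-35* rose by 4.47 (SE 1.21, Benjamini-Hochberg adjusted p = 0.0322, limma), or by 6.39 without that array. For *gst-37*, well above background on 1 of 3 untreated arrays, the fitted change was 2.70 (SE 1.4) and -1.65 with error weights. Without that array, the only untreated one above background, it was at least 6.75-fold higher.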

The human homolog of *gcs-1*, GCLC, was also critical in resistance to both mercurials in mammalian cells. Knockdown of GCLC resulted in significant negative interactions with HgCl_2_ in SK-N-SH and MeHgCl in HepG2 cells. Glutathione is important in resistance to both HgCl_2_ and MeHgCl, but MeHgCl-exposed *C. elegans* appear to be particularly dependent on glutathione-mediated resistance. Gene expression and knockdown results with both *C. elegans* and human cells suggest that glutathione may be a component of an evolutionarily conserved defense against mercurial (organic and inorganic) toxicity.

Co-exposure of PARG siRNA and MeHgCl in HEK293 cells resulted in the second largest observed gene-mercurial interaction, indicating the critical role of PARG in resistance to MeHgCl toxicity. In contrast, there were no significant PARG-HgCl_2_ interactions in any cell line. PARP (poly-ADP-ribose polymerase) catalyzes the addition of ADP-ribose to proteins, while PARG cleaves poly-ADP-ribose to ADP-ribose monomers [48]. In cases of severe stress, PARP becomes highly activated, which leads to over-production of poly-ADP-ribose and cell death [49]. This suggests that exposure to MeHgCl increases PARP activity, and that PARG is necessary to maintain poly-ADP-ribose homeostasis. Treatment with the PARP inhibitor 3, 4-dihydro-5-[4-(1-piperidinyl)-butoxy]-1(2*H*)-isoquinolinone decreased MeHgCl-induced cell death in a dose-dependent manner [50]. 

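The log2 signal of *pme-4* (H23L24.5) was -6.38 ± 0.26 (SD, n = 3) in untreated cultures and -1.97 ± 0.83 at 2 μM and -0.68 ± 1.31 at 7.5 μM MeHgCl (SD, n = 3 each), which made rises of 21.2-fold and 52.1-fold. All 3 arrays at each concentration lay above every untreated array. The log2 changes of 4.40 and 5.70 (SE 0.61) had Bonferroni-adjusted p of 0.247 and 0.0204 and Benjamini-Hochberg adjusted p of 0.0039 and 5.1e-05 (limma). The change at 7.5 μM was called without 7.5 μM MeHgCl replicate 3 (6.44). At 20 μM HgCl_2_ the change was 3.34 (SE 0.98, Benjamini-Hochberg adjusted p = 0.0405).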

PME-4, the *C. elegans* PARG homolog, was up-regulated 22-fold in low-toxicity and 35-fold in high-toxicity MeHgCl exposures. In addition, *pme-4* knockdown during MeHgCl exposure resulted in the fourth greatest negative interaction, however, *pme-4* knockdown during HgCl_2_ exposure did not produce a significant interaction. PME-4 is primarily expressed in the cytoplasm of neurons, and is predicted to be critical in preventing neurodegeneration [51]. Methylmercury is a neurotoxicant, thus PME-4 may be critical in maintaining neuron viability in MeHgCl-exposed nematodes. These results suggest that disruption of poly-ADP-ribose homeostasis may be an evolutionarily conserved mechanism of MeHgCl, but not HgCl_2_, toxicity.

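At 7.5 μM MeHgCl, the log2 signal of *elo-6* (F41H10.8.1) was 2.08 ± 0.24 (SD, n = 3), against 3.116 ± 0.097 (SD, n = 3) in untreated cultures. It was 2.04-fold lower, with all 3 arrays below every untreated array (Bonferroni-adjusted p = 0.549, Benjamini-Hochberg adjusted p = 0.0005, limma). At 0.75 and 2 μM the log2 changes were -0.19 and -0.59. After HgCl_2_ they were 0.74, 1.18 and -0.82 (SE 0.71).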

ELO-6 was important in resistance to MeHgCl, though it was down-regulated 2.5-fold in the high-toxicity MeHgCl exposure. ELO-6 is a long-chain fatty acid elongation enzyme that plays an essential role in growth of *C. elegans*[52]. There is evidence that suggests exposure to poly-unsaturated fatty acids mitigates MeHgCl toxicity in humans [53,54].

EPIG pattern 8 was populated by genes down-regulated by HgCl_2_ and up-regulated by low- and high-toxicity MeHgCl exposures. There was a significant enrichment of genes involved in the ubiquitin-proteasome system in this group. In yeast, increased ubiquitination resulted in increased resistance to MeHgCl toxicity [55,56]. In addition, MeHgCl-exposed mouse embryonic fibroblasts showed an enrichment of differentially expressed genes involved in the ubiquitin-proteasome system. These authors suggested that the removal of methylmercury-damaged proteins is critical for cell survival [23]. Recent work indicates that ubiquitination inhibits neuronal exit in cerebellar granule cell layers [57]. Patients suffering from Minamata disease exhibited hypoplasia of granule cell layer and degeneration of cerebellar granule cells, which may be due in part to MeHgCl inhibition of granule cell migration [58,59]. It is reasonable to hypothesize that increased ubiquitination, while protective against MeHgCl in some cell types, may contribute to the neuropathology of methylmercury exposure by inhibiting granule cell migration.

In the present study, considerable differences were observed on how exposure to different mercurials affects gene expression and the genes that mediate the organism’s response to mercury. These differences were observed in both *C. elegans* and human cell lines, demonstrating the conserved nature of this phenomenon. While there are many instances in which a specific gene was differentially expressed in response to only one mercurial there were no instances in which a gene was up-regulated by one mercurial and down-regulated by the other. These results suggest that, despite similarities in the known responses of the two mercurials, the two mercurials function differently at the molecular level. These data indicate that contrary to previous models that hypothesize the conversion of organic mercury to the inorganic species, organic and inorganic mercurials act by independent or unique molecular mechanisms.

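At the Bonferroni threshold no gene was called up-regulated after one mercurial and down-regulated after the other. After Benjamini-Hochberg adjustment, 6 genes were up-regulated after HgCl_2_ and down-regulated after MeHgCl and 2 the reverse, *col-96* and K03B8.11. The latter, a gene of Table 2, had a log2 change of -2.67 at 20 μM HgCl_2_ (2 of 3 exposed arrays well above background) and of 2.77 and 2.36 at 2 and 7.5 μM MeHgCl. With an unadjusted p under 0.01 the numbers were 77 and 22. In the comparison of the high-toxicity exposures alone, where the adjusted numbers were again 6 and 2, 11.34 and 10.5 would be expected by chance. The gene *col-96* was named after its values had been seen.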

## Conclusion

Mercury is an environmental human toxicant that exists in multiple chemical forms. Despite years of research, only a fragmented understanding of the molecular mechanisms of mercurial toxicity exists. Furthermore, it is not known whether different mercurial species act similarly or dissimilarly at the molecular level. We performed microarray analysis of *C. elegans* exposed to three equitoxic concentrations of mercuric chloride (HgCl_2_) and methylmercury chloride (MeHgCl). Bioinformatics analysis indicated that the transcriptional effects of the two mercurials were vastly different. Next, we examined the effects of knocking down the expression of up-regulated genes on *C. elegans* growth. Of the ~600 genes tested, only two significantly affected growth in response to both mercurials. We examined the evolutionarily conserved nature of the mercurial response in three human-derived cell lines. Similar to what was observed in *C. elegans*, there was very little overlap in the transcriptional responses between HgCl_2_ and MeHgCl. There was also very little overlap between the mercurials in the genes involved in resistance and susceptibility. These data indicate that contrary to previous models that hypothesize the conversion of organic mercury to the inorganic species, which is the active form of the metal, organic and inorganic mercurials function by independent or unique molecular mechanisms.

## Methods

### Maintenance of *C. elegans*

Wild-type N2 Bristol and NL2099 (*rrf-3(pk1426)* II) strains were obtained from the *C. elegans* Genetic Center. *C. elegans* were maintained at 20°C on K-agar plates with *Escherichia coli* OP50 as food [60].

### *C. elegans* treatment and RNA isolation

Forty L4 stage N2 nematodes were placed on K-agar plates and allowed to grow for 4 d at 20°C. Nematodes were then transferred into liquid S-medium containing *E. coli* OP50, and incubated at 20°C with constant agitation for 4 d [61]. Fifty-milliliter aliquots of mixed-stage *C. elegans* were then used for untreated control samples, or treated with sub- (2.0 μM HgCl_2_, 0.75 μM MeHgCl), low- (7.5 μM HgCl_2_, 2.0 μM MeHgCl) or high- (20 μM HgCl_2_, 7.5 μM MeHgCl) toxicity mercurial concentrations for 24 h. Nematodes were then collected by centrifugation and rinsed three times with 0.1 M NaCl. Nematodes were isolated by sucrose floatation, frozen in liquid nitrogen, and then stored at -80°C until used, as previously described [62].

To prepare total RNA, nematodes were ground to a fine powder in a liquid nitrogen-cooled mortar and pestle, and RNA was isolated using the RNeasy Midi Kit, according to manufacturer’s instructions (Qiagen, Valencia, CA). Independently treated and control *C. elegans* cultures were used to generate three biological replicates for each treatment condition. The quality of the RNA was assessed using an Agilent 2100 Bioanalyzer (Palo Alto, CA).

### Microarray experiment and data analysis

RNA was submitted to the NIEHS Microarray Group for labeling, probe hybridization and microarray scanning. Agilent *C. elegans* Gene Expression Microarrays, Ver. 1, which contain 21,000 probes encompassing all *C. elegans* open reading frames, were used in a single channel (1-color) design. Data were obtained using Agilent Feature Extraction Software (Ver. 9.5) with the 1-color default parameters. This software performed error modeling, and adjusting for additive and multiplicative noise. Rosetta Resolver® was used to identify differentially expressed genes using an error-weighted, 1-way ANOVA with a Bonferroni correction. A 2-fold change in expression, relative to untreated controls, and a p-value < 0.01 was required for a gene to qualify as significantly, differentially expressed.

The EPIG pattern analysis tool was used to compare the transcription profiles of genes across different treatments [29]. In EPIG, the expression of a gene in each replicate was compared to the average expression of that gene in all untreated replicates. Genes with similar expression patterns were grouped together using the following parameters: correlation value (0.64), signal-to-noise ratio (3.0), and magnitude of change (0.5). Expression patterns were based on the six most highly correlated genes for each pattern.

Hierarchical clustering and principal components analysis (PCA) were performed using an agglomerative clustering method with Euclidean dissimilarity and a correlation dispersion matrix and normalized eigenvector scaling, respectively. Hierarchical clustering and PCA were performed using Partek Genomic Suites Ver. 6.5 software (Partek Incorporated, St. Louis, MO). Gene Ontology (GO) analysis was performed using Gene Ontology Enrichment Analysis Software Toolkit (GOEAST) [63]. The listed GO terms included four or more differentially expressed genes and p-values < 0.05. P-values were the result of Fisher’s Exact Test.

### Assessing knockdown of *C. elegans* genes on growth during mercurial exposure

The effects of gene knockdown on the sensitivity of *C. elegans* to mercurials were assessed using RNAi. RNAi of selected genes was performed using the Open Biosystems (Huntsville, AL) or MRC Gene Service (University of Cambridge, UK) *C. elegans* RNAi bacterial feeding libraries [64,65]. These studies were performed using the RNAi hyper-sensitive *rrf-3* strain to increase the responsiveness of the assay [66]. EC_20_s of *rrf-3* nematodes were 10.1 μM for HgCl_2_ and 3.0 μM for MeHgCl, and were used in the RNAi studies (Additional file 1: Figure S1).

A two-generation approach was used to ensure gene knockdown throughout all *C. elegans* developmental stages. First, dsRNA-expressing bacterial cultures were grown overnight at 37°C with constant agitation. Isopropyl β-D-1-thiogalactopyranoside was added to a final concentration of 2 mM, and the incubation continued for 1 h. Bacteria were then collected and resuspended in complete K-medium [67]. Bacteria were added to appropriate wells in a 96-well plate, then nine L4 nematodes were added to each well, and incubated at 20°C for 48 h. Following this incubation, 50 L1 larvae were transferred from each well to new 96-well plates, containing fresh dsRNA-expressing bacteria and HgCl_2_ or MeHgCl. Nematodes were exposed to mercurial alone, gene-specific dsRNA alone, or mercurial and gene-specific dsRNA.

The effects of dsRNA and/or mercurial on *C. elegans* growth were assessed following a 48 h incubation. The initial assessment of gene-mercurial interactions was performed by visual observation. Any gene whose knockdown appeared to affect *C. elegans* growth, and thus a potential gene-mercurial interaction, was selected for additional analysis. All of the selected clones were sequenced to verify their identity. Of the 155 clones identified in the initial assessment, six were a different gene than described.

In the second phase of the screen, nematodes were fed dsRNA-expressing bacteria as described above. Growth was then measured using the *C. elegans* growth assay, as previously described [67]. A 2-way ANOVA was used to test for significant gene-mercury interactions using 500–800 nematodes per treatment condition. The criterion for a statistically significant interaction was p < 0.01.

### Maintenance of mammalian cell lines

Human neuroblastoma (SK-N-SH; ATCC No. HTB-11), hepatocellular carcinoma (HepG2; ATCC No. HB-8065) and embryonic kidney (HEK293; ATCC No. CRL-1573) cells were cultured in Minimum Essential Medium supplemented with 10% fetal bovine serum and 2 mM L-glutamine. Cells were grown in a humidified incubator at 37°C under 5% CO_2_ atmosphere. These cell lines represent the primary target organs of mercurial toxicity: brain for MeHgCl, kidney for HgCl_2_ and liver, which is a primary site for mercurial metabolism.

### Mercurial cytotoxicity

The toxicity of HgCl_2_ and MeHgCl to mammalian cells was determined using the Neutral Red cell viability assay, as previously described [68]. To determine the appropriate mercurial concentrations for gene expression and gene-mercurial interaction experiments, 24 h no observed adverse effect levels (NOAELs), 20% effects concentrations (EC_20_s) and 50% effects concentration (EC_50_s) for cell viability were determined for untransfected cells and those transfected with non-homologous siRNA, respectively. EC_20_s and EC_50_s were estimated from the slopes of the dose response curves (Additional file 1: Figure S2). NOAELs were defined as the highest mercurial concentration that did not result in a significant decrease in cell viability.

### Effects of mercurials on gene expression

Quantitative reverse transcription-real time-PCR (qRT-PCR) was used to measure the effects of mercurials on the steady-state mRNA levels of the following human genes: ABCG2 (ATP-binding cassette, sub-family G (WHITE), member 2), BACE1 (β-site APP cleaving enzyme 1), BACE2 (β-site APP cleaving enzyme 2), CHKA (choline kinase α), CHKB (choline kinase β), ELOVL3 (elongation of very long chain fatty acids-like 3), ELOVL6 (elongation of very long chain fatty acid-like 6), GCLC (glutamate-cysteine ligase, catalytic subunit), and PARG (poly-ADP-ribose glycohydrolase). To determine the effects of mercurials on gene expression in human cells, approximately 10^5^ cells were incubated in 6-well plates for ~24 h after which mercurials at NOAEL, EC_20_, or EC_50_ concentrations were added (Additional file 6: Table S1). After 24 h incubation, total RNA was isolated, quantified, and stored at -80°C, as described above. cDNAs were prepared and qRT-PCR performed as previously described [69]. Fold changes in mRNA levels were calculated using the ΔΔCT method using β-actin as reference mRNA [70].

The effects of mercurial exposure on the expression of *C. elegans* metallothionein genes, *mtl-1* and *mtl-2*, were also determined. qRT-PCR of *mtl-1* and *mtl-2* was performed using RNA isolated for the microarray experiments. Myosin light chain-2 mRNA (*mlc-2*) was used as reference. Results are presented as mean ± standard error (n = 3 or 4). Data were analyzed using a 1-way ANOVA with a Dunnett’s post-hoc test, with the criterion for statistical significance set at p < 0.05. Primers were designed using the open source Primer3 program and were purchased from Integrated DNA Technologies (Coralville, IA) (Additional file 6: Table S2) [71].

### Assessing the effect of gene knockdown on cell viability during mercurial exposure

Approximately 10^4^ cells in 48-well plates were transfected in medium containing Opti-MEM (20% final concentration), lipofectamine RNAiMAX (0.2% final concentration, Invitrogen) and 25 nM of the appropriate siRNA or non-homologous siRNA (Additional file 6: Table S3). Following transfection and recovery (~24 h), mercurials were added to the medium. The concentrations used for SK-N-SH cells were 21 μM for HgCl_2_ and 5 μM for MeHgCl; for HepG2 cells, 48 μM for HgCl_2_ and 30 μM for MeHgCl; and for HEK293 cells, 17 μM for HgCl_2_ and 6.8 μM for MeHgCl. Following 24 h incubation, cell viability was determined as described above. There were 3 to 5 experimental replicates for each condition.

Significance of gene-mercurial interactions was tested using a 3-way, mixed-effects ANOVA followed by a Bonferroni post-hoc test. In the ANOVA, siRNA and mercurial exposure were treated as fixed effects, and experimental day was treated as a random effect. The predicted cell survival of siRNA and mercurial co-exposure with no interaction effect was computed from an ANOVA model. The interaction parameter for each gene-mercurial condition was determined by subtracting the predicted cell survival from the experimental cell survival of the siRNA-mercurial co-exposure. This value was divided by the predicted cell survival and reported as percent change from the “no interaction” value.

## Competing interests

The authors declare that there are no financial competing interests.

## Authors’ contributions

MKM carried out the mercurial toxicity, microarray, RNAi data analysis studies and drafted the manuscript. LAH performed the PCA analysis. JWC performed the EPIG analysis. MVS assisted with the statistical analysis of the *C. elegans* mercurial toxicity data. JHF conceived and designed the experiments, and prepared the final version of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Effect of mercurials on *rrf-3 C. elegans* growth. Nematode size is expressed as the log of the absorbance (Extinction; EXT) of individual nematodes at the end of a 48 h exposure to HgCl_2_ (*closed circles*) or MeHgCl (*closed squares*) minus the mean absorbance of all nematodes at the beginning of exposure. **Figure S2.** Dose response curves for human cell lines. Human neuroblastoma (SK-N-SH), hepatocellular carcinoma (HepG2), and embryonic kidney (HEK293) cells were exposed to the indicated concentrations of HgCl_2_ (*closed circles*) or MeHgCl (*closed squares*) for 24 h. Cell viability was determined by Neutral Red assay. **Figure S3.** Effect of mercurial exposure on *C. elegans* population distribution. The length (TOF) of nematodes was measured to determine size. Normed counts at each size represent the fraction of the total population. The ***red line*** indicates the population distribution of mercurial-treated nematodes and the ***black line*** indicates the population distribution of untreated nematodes. *C. elegans* population distributions were determined using a COPAS Biosort as previously described as previously described. **Figure S4.** Effectiveness of siRNA in cells. SK-N-SH (*open bar*), HepG2 (*gray bar*) and HEK293 (*black bar*) cells were transfected with gene-specific siRNA or non-homologous siRNA and incubated for 24 h. Relative mRNA levels were measured using qRT-PCR. mRNA levels in cells treated with gene-specific siRNA were compared to mRNA levels in control cells to determine percent of control. Results display the mean percent of control ± SEM. Click here for file

Additional file 2: Table S4 All Differentially Expressed Genes following mercurial exposures. Click here for file

Additional file 3: Table S5 A list of the genes contained in the different EPIG patterns. Click here for file

Additional file 4: Table S6 All significantly enriched biological process and molecular function GO categories in each of the EPIG patterns. Click here for file

Additional file 5: Table S7 All *C. elegans* gene-mercurial interactions. Click here for file

Additional file 6: Table S1 NOAEL, EC20 and EC50 for Mercurials in Human Cells. **Table S2.** Nucleotide sequences of primers used for qRT-PCR. **Table S3.** Sequences of siRNA used in mammalian cell culture. Click here for file

# Supplementary material for: Comparative toxicogenomic responses of mercuric and methyl-mercury
**Source:** BMC Genomics. 2013 Oct 11;14:698. doi: 10.1186/1471-2164-14-698
**Supplement:** Additional file 6: Table S1 — NOAEL, EC20 and EC50 for Mercurials in Human Cells. Table S2. Nucleotide sequences of primers used for qRT-PCR. Table S3. Sequences of siRNA used in mammalian cell culture.

**SUPPLEMENTAL TABLE 1****NOAEL, EC<sub>20</sub> and EC<sub>50</sub> for Mercurials in Human Cells**

|                  | SK-N-SH           |        | HepG2             |        | HEK293            |        |
|------------------|-------------------|--------|-------------------|--------|-------------------|--------|
|                  | HgCl <sub>2</sub> | MeHgCl | HgCl <sub>2</sub> | MeHgCl | HgCl <sub>2</sub> | MeHgCl |
| NOAEL            | 14 µM             | 1.7 µM | 25 µM             | 18 µM  | 4.8 µM            | 2.2 µM |
| EC <sub>20</sub> | 22 µM             | 5.1 µM | 50 µM             | 27 µM  | 7.7 µM            | 3.9 µM |
| EC <sub>50</sub> | 29 µM             | 9.7 µM | 58 µM             | 33 µM  | 17 µM             | 6.8 µM |

# SUPPLEMENTAL TABLE 2

## Primers Sequences used for qRT-PCR

| Gene                    | Forward (5'→3')         | Reverse (5'→3')           |
|-------------------------|-------------------------|---------------------------|
| <i>C. elegans</i> Genes |                         |                           |
| <i>mlc-2</i>            | TTGACAGGAAGTACCCAGAGG   | ATAGCCTTGACCTCATCCTCG     |
| <i>mtl-1</i>            | CGCCAAATCTCATCACAAA     | CGTGAATGTTGCAAACACCT      |
| <i>mtl-2</i>            | CCGAACAATTGAACGGTCAC    | CCTGCACAAAGACTTCCTGG      |
| Mammalian Genes         |                         |                           |
| β-actin                 | GATATCGCTGCGCTGGTCGTC   | ACGCAGCTCATTGTAGAAGGTGTGG |
| ABCG2                   | AGCTCGAAGGAAAGATCCAA    | TCGCCATCACAACATCATCT      |
| BACE1                   | CCAGAGGCAGCTGTCCAGCAC   | GTGACGTTGGGGCCATGGGG      |
| BACE2                   | CAGCTGGCGTGCTGGACGAA    | GGGCTGAATGTAAAGCTGAGGCAGG |
| CHKA                    | TGAATTTCAAGGGGCTGAGGCCA | CGCCGGCTCGGGATGAACTG      |
| CHKB                    | CAGCCCGAGGAGCTGAGGGT    | AGGGAGTCCACGCCCTGCAA      |
| ELOVL3                  | TTCGAGGAGTATTGGGCAAC    | AAGATTGCAAGGCAGAAGGA      |
| ELOVL6                  | GTGCTCTTCGAACTGGTGCT    | CCCAGAATTTGCTGACAGGT      |
| GCLC                    | GTGGATGTGGACACCAGATG    | GCGATAAACTCCCTCATCCA      |
| PARG                    | TTTTGCGAGCAGGAGAAGTT    | CAGTTCGCTCACCATTCTCA      |

### SUPPLEMENTAL TABLE 3

#### Sequences of siRNA used in mammalian cell culture

| Gene   | Target Sequence       |
|--------|-----------------------|
| ABCG2  | CTGGTCTAATTTATTAATCTA |
| BACE1  | CACAGTGGCACTAGCATTATA |
| BACE2  | TACATGTGCCACCAACATAAA |
| CHKA   | AGCCGGCGATTAGATACTGAA |
| CHKB   | CACGAAGATGGCGCAATTTCA |
| ELOVL3 | ACGGTTCATCATCCTGCGTAA |
| ELOVL6 | TAGGTTGATTTAACCCAGTAA |
| GCLC   | TAGGATCAGTAAATCCCGATA |
| PARG   | CTGGATCACAATGAATGTCTA |

How the deposited data were processed for this re-analysis (not part of the article)

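RNA of mixed-stage *C. elegans* N2 cultures was measured on 24 one-colour Agilent arrays, 3 for each of 8 groups: untreated and 2, 7.5 and 20 μM HgCl_2_, and untreated and 0.75, 2 and 7.5 μM MeHgCl, after exposure for 24 h. Each array held RNA of 1 culture. The condition of each array was taken from its deposited label. The authors extracted each scan with Feature Extraction 9.5, which combined a scan at high and a scan at low gain. The deposited scanner files give the processed signal of each spot as an intensity, with the background subtracted and with trends within the array removed, but with no scaling between arrays. The deposited table of all arrays holds the same intensity values, with a ratio of 1 at every spot. The error of each processed signal, the mean intensity and the local background intensity come from the same scanner files.

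Gene names were used as the files give them. Of 20113 gene names, 18789 were matched to a locus tag of the reference gene table, and 282 had more than 1 probe. The log2 of the processed signal was taken, the 75th percentile of the non-control probes of the array was subtracted, and spots of a probe and probes of a gene name were averaged on the log2 scale, which left 20112 gene names with values. The signal over background sets the precision for dim genes. Between 80.8% and 86.2% of spots were well above background on the HgCl_2_ arrays and between 82.0% and 86.7% on the MeHgCl arrays, no spot was saturated on the former, and from 2 to 63 were on the latter. The number of arrays limits the precision of every comparison.

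Each exposure was compared with the untreated arrays of the same mercurial in limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend) under R 4.3.3, with the 12 arrays of a mercurial in one fit. A gene was tested in a comparison when it was well above background on all 3 arrays of at least 1 of the groups compared. Calls required a change of at least 2-fold and a Bonferroni-adjusted p under 0.01, the limits that the paper gives for its error-weighted analysis in Rosetta Resolver, which was not used here. The difference between the mercurials was tested as an interaction in a fit of all 24 arrays. The fold of a gene that was well above background on none of the arrays of one group was computed against the background limit of those arrays and is given as a lower bound. Principal components, correlations between mean changes across genes, nearest arrays and the means of the genes of EPIG patterns 1 to 10 were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Pattern means were compared by an exact two-sided permutation test. Lists of potassium channels, proteasome subunits and ubiquitin genes, taken from the paper's text, and of the 5 tRNA synthetases of the text that the paper names among the genes of pattern 9, were tested with fry and with camera using an estimated correlation. Families of *gst*, *ugt*, *hsp*, *clec*, *col*, *msp* and *vit* genes were taken by the prefix of the gene name. The *col*, *msp* and *vit* families had been fixed as markers of life stage and germline before the data were examined, as had the comparisons, the tests and most of the alternatives below.

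Genes are named by a rule that was also fixed in advance. Named are every gene that the paper names in its text, Table 2, Table 3 or as a homolog in Table 7, and for each exposure the 5 called genes with the largest increase and the 5 with the largest decrease among those changed in the same direction on all 3 arrays relative to every untreated array. Other genes are marked as chosen after their values were seen.

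Whether the replicate numbers pair cultures was checked from the deviations of the arrays from their group means. The lowest correlation across genes between an exposed and an untreated array of the same number was 0.139, 0.0593 and 0.117 at 2, 7.5 and 20 μM HgCl_2_ and 0.766, 0.723 and 0.216 at 0.75, 2 and 7.5 μM MeHgCl, and the numbers were taken to pair the arrays in all exposures but 7.5 μM HgCl_2_. The replicate block, which uses this pairing, is given among the alternatives. Array pairs of different groups on the same slide had a mean correlation of 0.429 in the HgCl_2_ and 0.621 in the MeHgCl experiment, against -0.063 and -0.216 for pairs on different slides, so slide was used as a random block (duplicateCorrelation, with statmod 1.5.0) and as a fixed block among the alternatives.

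The other alternatives were quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, Benjamini-Hochberg adjustment and no adjustment, all 24 arrays in one fit, eBayes without a trend, weights from the scanner error, an unmoderated linear model, the deposited table in place of the scanner files, single probes, other scalings and arrays for the principal components, other references for the correlations and patterns, and leaving out each array in turn. Added after the values had been seen were a test on scanner error alone, a test on the larger of scanner error and replicate scatter, Benjamini-Hochberg adjustment without HgCl_2_ untreated replicate 2, the list of synthetases with those of methionine and tyrosine, and components and correlations of all tested genes without single untreated arrays. The fitting code was tested on simulated data with known changes. Gene Ontology enrichment, EPIG patterns 11 and 12, qRT-PCR, RNAi, growth and human cells were not analysed here.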

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

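The tests on other splits of the arrays, on single arrays, slides, scaling and background, and the comparison of the untreated cultures with each other, were chosen only after the results were seen.

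A difference between groups appeared at high toxicity, where the changes after the 2 mercurials, each against its own untreated cultures, differed by at least 2-fold at a Bonferroni-adjusted p under 0.01 (limma, interaction) in 36 of 17252 genes. The change after MeHgCl was the lower in 29 of them and the higher in 7. Of the 36, 7 genes rose at least 2-fold after HgCl_2_ and fell at least 2-fold after MeHgCl, and 2 did the reverse. Of 100 splits of the same arrays between the mercurials, the real one included, 2 gave as many genes, the other one 56, but these splits mix arrays of both mercurials within a group and carry the difference in level between them, so they decide little by themselves. After the mean level of each mercurial was removed, 1 of 100 splits, the real one, gave as many genes and the highest count among the others was 1, so chance can be excluded. Leaving out HgCl_2_ untreated replicate 2 left 24 of the 36 among 41 called genes, quantile normalization left 28 among 37, and 31 of the 36 were well above background on all 12 arrays compared, so none of these 3 explains the whole count. The count fell to 20 without 7.5 μM MeHgCl replicate 1. With 0 slides holding arrays of both mercurials, an effect of the separate experiments cannot be told apart from an effect of the mercurial. A difference between the 2 mercurials in their action on these genes stays open and untested.

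At low toxicity the difference between the groups was called for 1 gene, C15A11.7, with fitted log2 changes of -2.34 after MeHgCl and 0.36 after HgCl_2_. It was above background on all 3 arrays only in the untreated MeHgCl group, and against the background limit it was at least 1.44-fold lower at 2 μM MeHgCl. Chance cannot be excluded here, since 14 of 100 splits gave as many genes and the highest count among the others was 21, although with the mean levels removed it was 2 of 100. On these splits chance and a difference between the mercurials cannot be told apart. No gene was called by quantile normalization, by normexp background correction or without a filter on dim probes, and the count ran from 0 without 7.5 μM HgCl_2_ replicate 1 to 4 without HgCl_2_ untreated replicate 3. The comparison at sub-toxicity called 0 genes in limma, with 1881 at an unadjusted p under 0.05 and 0 by the unmoderated model. The splits cannot test a count of 0, since every split gives as many by construction. The highest count among them was 1292, and 0 with the mean levels removed. Whether MeHgCl and HgCl_2_ act differently on C15A11.7 stays open.

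A signal in genes that the paper mostly does not discuss was a fall of cuticle collagen transcripts, of which its Table 2 lists *col-163* and *col-143*. At 7.5 μM MeHgCl 13 *col* genes were called down-regulated, against 0 called up-regulated (42 and 1 at an unadjusted p under 0.01 with a 2-fold change), and from 3 with all 24 arrays in one fit to 42 with no adjustment under the alternatives. With 1 array left out the count ran from 10 to 15. The median log2 change of the *col* family was -0.64, with 119 of 142 tested members lower, and after quantile normalization it was -0.6808, so array scaling does not explain the fall. Transcripts of the 7 *vit* genes fell with them, by a median of -1.08 and of -1.181 after quantile normalization. A loss of the stages that make *msp* transcripts is argued against by a median *msp* change of 1.572, although the size of this rise rested on the untreated culture of replicate 3, as given below under the other observations. The *msp* value cannot test a loss of stages that make *col* or *vit* but not *msp* transcripts. The mix of stages was not tested in any other way here, and the paper reports a population distribution like that of untreated cultures. An effect of MeHgCl on these transcripts stays open and untested.

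A second signal of this kind was a difference between the untreated cultures of the 2 experiments, which the paper does not compare. Of 17426 genes, 5032 (28.9%) differed at least 2-fold between the mean of the untreated MeHgCl and that of the untreated HgCl_2_ arrays, 2663 higher and 2369 lower in the former. The number was 4772 without HgCl_2_ untreated replicate 2, and after quantile normalization it was 4706, which argues against that array and against scaling as the whole cause. Among genes well above background on all 6 arrays, 24.59% differed (3802 of 15462), which argues against dim signals as the whole cause. The first scan of the MeHgCl experiment came 237 days after the last of the HgCl_2_ experiment, and 0 slides hold arrays of both. Different cultures, hybridisations and times of scanning therefore cannot be told apart. The design names no biological difference between the 2 untreated groups, and no biological explanation was tested.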

How the results depend on the processing

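The tests on scanner error, on the larger of scanner error and replicate scatter, on Benjamini-Hochberg adjustment without HgCl_2_ untreated replicate 2, on components of changes without that array, on correlations of all tested genes without single untreated arrays and on the synthetases with those of methionine and tyrosine were chosen only after the result was seen.

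Across alternatives other than leaving out an array, 278 values of DEG counts stayed within 1.5 times the count reported and 198 moved. Of the values for single named genes 1030 kept their direction and their side of the threshold, 58 lost and 87 gained significance, and 1 reversed. For the family counts 314 stayed and 73 moved. For the lists of the text 36 stayed, 14 weakened, 5 strengthened and 1 moved, and for the EPIG patterns 40 stayed, 1 weakened and 1 strengthened. For the patterns, a reference of all 6 untreated arrays cannot change exposed minus untreated, so only quantile normalization tested them. With the deposited table in place of the scanner files every value compared stayed. Where a count or a call below changed, the cause was not tested, except that a less strict adjustment passes more genes by its construction.

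With Benjamini-Hochberg adjustment the DEGs were 374 at 20 μM HgCl_2_, 141 at 2 μM and 2215 at 7.5 μM MeHgCl and 2475 in any exposure, 20 genes rose and 95 fell at both high-toxicity exposures, 11 and 728 genes differed between the mercurials at low and high toxicity, and *mtl-2* passed at 2 μM (-2.09) and 7.5 μM MeHgCl (-1.92). With no adjustment of p the DEGs were 11, 114 and 1570 after HgCl_2_ and 72, 701 and 2822 after MeHgCl in order of concentration and 4025 in any exposure, 192 genes rose and 318 fell at both high-toxicity exposures, and 92, 1513 and 2052 genes differed between the mercurials. *mtl-1* then passed at 2 (2.30), 7.5 (4.03) and 20 μM HgCl_2_ (2.61), and *mtl-2* at 7.5 (6.27) and 20 μM HgCl_2_ (4.90) and at all 3 concentrations of MeHgCl (-1.84, -2.09 and -1.92).

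Normexp background correction gave 15 DEGs at 20 μM HgCl_2_ and 26 at 2 μM MeHgCl, with 1 gene raised and 1 lowered at both high-toxicity exposures. No gene differed between the mercurials at low toxicity (0 in limma, against 1 reported and 5932 at an unadjusted p under 0.05) with normexp background correction, with quantile normalization or without the filter on dim probes, and 2 did with error weights or with single probes. With all 24 arrays in one fit the DEGs were 1 at 7.5 and 38 at 20 μM HgCl_2_ and 0, 4 and 175 after MeHgCl, 1 gene was lowered at both high-toxicity exposures, and *mtl-1* passed at 7.5 μM HgCl_2_ (4.03).

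The replicate block gave 26 DEGs at 20 μM HgCl_2_ (12 of them lowered), 27 at 2 μM (5 lowered) and 472 at 7.5 μM MeHgCl (292 lowered) and 499 in any exposure, 1 gene lowered at both high-toxicity exposures, and 3 and 90 genes that differed between the mercurials at low and high toxicity. Slide as a random block gave 90 DEGs at 20 μM HgCl_2_, 6, 65 and 724 after MeHgCl and 817 in any exposure, 1 gene raised and 6 lowered at both high-toxicity exposures, and 9 and 171 differing genes at low and high toxicity. Slide as a fixed block gave 2 DEGs at 20 μM HgCl_2_, 7, 102 and 844 after MeHgCl and 867 in any exposure, with 1, 3 and 83 differing genes. The fit without a trend gave 11 DEGs at 20 μM HgCl_2_ and 1 at 0.75 μM MeHgCl, and the unmoderated model gave 2 at 20 μM HgCl_2_, 1, 7 and 118 after MeHgCl and 120 in any exposure. With weights from the scanner error the change of *gst-37* at 20 μM HgCl_2_, 2.70 without them, was reversed to -1.65.

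On scanner error alone the DEGs were 247, 441 and 2097 after HgCl_2_, 119, 899 and 3970 after MeHgCl and 5311 in any exposure, with 425 raised and 522 lowered at both high-toxicity exposures. On the larger of the 2 errors they were 21 at 7.5 and 320 at 20 μM HgCl_2_, 20, 311 and 1375 after MeHgCl and 1763 in any exposure, with 7 raised and 19 lowered at both. Benjamini-Hochberg adjustment without HgCl_2_ untreated replicate 2 gave 1740 DEGs at 20 μM HgCl_2_ and 3219 in any exposure, 296 raised and 433 lowered at both (424 of the latter among the genes tested at both with all arrays), and 4 and 606 differing genes at low and high toxicity.

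Components 1 and 2 of all genes, 27.9% and 23.7% as reported, took 36.1% and 21.1% of the variance of changes against the own untreated arrays, 29.4% and 20.7% with all 24 arrays, 33.7% and 25.4% without standardization and 30.3% and 26.0% for genes above background on all 24 arrays. Together they took 83.6% for the called genes, 88.1% for the changes and 86.3% without standardization. Changes without HgCl_2_ untreated replicate 2 gave 32.2% on component 1 and 86.3% for the called genes.

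Over all tested genes the correlation between the mercurials was -0.356 at sub- and 0.435 at high toxicity, and between the 2 lower concentrations it was 0.790 for HgCl_2_ and 0.806 for MeHgCl. Centred on the mean of the 18 exposed arrays, the correlation at sub-toxicity reversed to 0.492, that at low toxicity was -0.00502 and that within MeHgCl was 0.697. Against all 6 untreated arrays the values were -0.139 at low and 0.832 at high toxicity, 0.653 within HgCl_2_ and 0.549 within MeHgCl. Over all tested genes, leaving out HgCl_2_ untreated replicate 2 gave -0.163, -0.140 and 0.533 at sub-, low and high toxicity, leaving out replicate 1 gave -0.285 and 0.319 at sub- and high toxicity, and leaving out replicate 3 gave -0.401 and 0.365. Of the lists of the text, camera placed 0 pairs of list and exposure past an adjusted p of 0.05, against 11 by fry. With the synthetases of methionine and tyrosine added, the adjusted p of the synthetases at 20 μM HgCl_2_ was 0.0513.

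Leaving out each array in turn, the DEGs ran from 2 to 53 at 20 μM HgCl_2_, from 1 to 2, 8 to 16 and 178 to 261 after MeHgCl and from 184 to 339 in any exposure. Genes raised at both high-toxicity exposures ran from 0 to 21 and genes lowered at both from 0 to 1, and genes differing between the mercurials from 0 to 1, 0 to 4 and 20 to 41. The 53, 339, 21 and 41 came without HgCl_2_ untreated replicate 2, and 3 of the 6 DEGs at 20 μM HgCl_2_ were among those 53. Component 1 ran from 27.5% to 29.8%, component 2 from 22.3% to 24.51% and the share for called genes from 82.1% to 85.3%. Correlations between the mercurials ran from -0.70 to 0.088, from -0.75 to 0.268 and from 0.41 to 0.84, and both reversals at the lower toxicities came without HgCl_2_ untreated replicate 2. The correlation between the 2 lower concentrations ran from 0.72 to 0.95 for HgCl_2_ and from 0.86 to 0.93 for MeHgCl. Pairs of list and exposure ran from 7 without HgCl_2_ untreated replicate 1 to 17 without replicate 3. Of the DEG counts 345 stayed and 99 moved. Among single named genes 931 values stayed, 71 lost and 6 gained significance, among pattern values 250 stayed, 11 weakened and 3 strengthened, among list values 273 stayed, 24 weakened, 13 strengthened and 2 moved, and among family counts 328 stayed and 32 moved. A group of 2 arrays was assumed to vary like the other groups.

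The median over all genes of the shift by quantile normalization passed 0.1 (log2) at 7.5 μM HgCl_2_ (-0.117), at 20 μM HgCl_2_ (-0.103) and at 2 μM MeHgCl (0.110), and normexp background correction took the median change at 2 μM MeHgCl from -0.060 to 0.162. Signal over background limits the calls for dim genes, since from 80.8% to 86.7% of the spots of an array were well above background. A fold is a lower bound where a gene was well above background on none of the arrays of one group.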

Differences from the paper's values

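The test on scanner error alone, the test on the larger of scanner error and replicate scatter and Benjamini-Hochberg adjustment without HgCl_2_ untreated replicate 2 were chosen only after the result was seen. The other alternatives named here were set before the data were examined, and in each sentence those not named gave a value that also differs from the paper's.

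For the number of genes called at 2 μM HgCl_2_ the paper's value is 8 and the number here was 0 in limma (800 genes at an unadjusted p under 0.05), and the alternative within 1.5 times was no adjustment of p, with 11. At 7.5 μM HgCl_2_ the paper's number is 74 and the number here was 0 (1685 genes at an unadjusted p under 0.05), with none of the alternatives within 1.5 times. For 20 μM HgCl_2_ the paper's 403 stands against 6 here, with 374 by Benjamini-Hochberg adjustment and, by the test on the larger of the 2 errors that was chosen after seeing the values, 320. At 0.75 μM MeHgCl the paper's 44 stands against 2 here, with no alternative within 1.5 times. At 2 μM MeHgCl the paper's 419 stands against 14 here, with no alternative set in advance within 1.5 times, and with 311 by the test on the larger of the 2 errors that was chosen after seeing the values. At 7.5 μM MeHgCl the paper's 2791 stands against 307 here, with 2215 by Benjamini-Hochberg adjustment, 2822 with no adjustment and, chosen after seeing the values, 3970 on scanner error alone. In any exposure the paper's 3207 stands against 314 here, with 2475 by Benjamini-Hochberg adjustment, 4025 with no adjustment and 3219 by Benjamini-Hochberg adjustment without HgCl_2_ untreated replicate 2, which was chosen after seeing the values.

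Of genes called up-regulated, the paper's 68 at 7.5 μM HgCl_2_ stands against 0 here (98 with no adjustment), and its 316 at 20 μM HgCl_2_ against 6 (no alternative within 1.5 times). For MeHgCl the paper's 35 at 0.75 μM stands against 2 (43 with no adjustment), the paper's 247 at 2 μM against 14 (265 with no adjustment, and 336 on scanner error alone, chosen after seeing the values), and the paper's 1604 at 7.5 μM against 152 (no alternative set in advance, and 2074 on scanner error alone, chosen after seeing the values).

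Of genes called down-regulated, the paper's 6 at 7.5 μM and 87 at 20 μM HgCl_2_ stand against 0 and 0 here, with no alternative within 1.5 times of either. The paper's 9 at 0.75 μM and 172 at 2 μM MeHgCl stand against 0 and 0 here, with no alternative set in advance within 1.5 times, and with 8 and 175 on the larger of the 2 errors, chosen after seeing the values. The paper's 1187 at 7.5 μM MeHgCl stands against 155 here, with 1411 by Benjamini-Hochberg adjustment and 1770 with no adjustment.

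At both high-toxicity exposures the paper's 94 up-regulated genes stand against 0 here (20 by Benjamini-Hochberg adjustment and 192 with no adjustment, neither within 1.5 times), and the paper's 14 down-regulated genes against 0 here (95 and 318 by the same 2, and 19 on the larger of the 2 errors, chosen after seeing the values). After all 3 MeHgCl exposures the paper's 24 up-regulated genes stand against 2 here (36 with no adjustment), and the paper's 8 down-regulated genes against 0 here (no alternative set in advance, and 6 on the larger of the 2 errors, chosen after seeing the values).

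Of *gst* genes, the paper's 6 up-regulated at both high-toxicity exposures stand against 0 here (7 with no adjustment and 5 without HgCl_2_ untreated replicate 2), the paper's 7 at 20 μM HgCl_2_ against 0 (7 with no adjustment and 5 without the same array), and the paper's 13 at 2 μM MeHgCl against 5 (9 by normexp background correction, 12 by Benjamini-Hochberg adjustment, 13 with no adjustment, 10 and 12 with slide as a random and as a fixed block). The paper's 7 *ugt* genes up-regulated at both high-toxicity exposures stand against 0 here (9 with no adjustment).

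The share of down-regulated genes among the DEGs at 0.75 μM MeHgCl is 20% in the paper and was 0% here, with 16.7% and 14.3% with slide as a random and as a fixed block within 1.5 times. At 2 μM MeHgCl the paper's 41% stands against 0% here, with 40.4% by Benjamini-Hochberg adjustment, 29.2% and 37.3% with slide as a random and as a fixed block and, chosen after seeing the values, 56.3% on the larger of the 2 errors. For 20 μM HgCl_2_ the paper's 22% stands against 0% here, with 26.7% by normexp background correction and 9 of 53 genes without HgCl_2_ untreated replicate 2. The paper's fold for *gst-37* at 7.5 μM MeHgCl is 100, and here it was at least 362 (361.823), with no alternative within 1.5 times.

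The paper states that *mtl-2* alone rose at all 3 HgCl_2_ concentrations. Here limma called 0 genes at all 3, by Benjamini-Hochberg adjustment also 0, and with no adjustment 1, *mtl-1*. The paper names *ugt-21* and C15B12.8 as changed by both mercurials at low and high toxicity. Here limma called 0 genes in all 4 of these exposures, by Benjamini-Hochberg adjustment also 0, and with no adjustment 4, C15B12.8, Y39B6A.1, *mtl-2* and *sysm-1*, so that *ugt-21* was called by neither. Except for C15B12.8, these genes changed in opposite directions after the 2 mercurials at low toxicity. The paper states that no gene rose after one mercurial and fell after the other. Here that held at the Bonferroni threshold with 0 genes (limma), while by Benjamini-Hochberg adjustment 6 genes rose after HgCl_2_ and fell after MeHgCl and 2 did the reverse, and the log2 change of *mtl-2* was 4.90 at 20 μM HgCl_2_ and -1.92 at 7.5 μM MeHgCl. In its Results the paper itself reports *mtl-2* as raised after HgCl_2_ and lowered after MeHgCl.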

Other observations

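The tests on an exposed, swapped or stressed culture, on single spots, on slides, on scaling, on stage mix, on scanner error and on other splits of the arrays were chosen only after the results were seen.

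Fewer genes were called here than in the study. A test in which scanner error alone sets the error, in place of the spread between cultures, called 5311 genes in any exposure, more than the paper's number, and this leaves open whether such an error is behind the difference, because the error model of the study was not used here. For the counts of called genes, the share of splits of the 3 exposed and 3 untreated arrays cannot exclude chance, since 10 splits exist and the share is never under 0.1. At 7.5 μM MeHgCl the real split gave 307 genes and the highest count of another split was 0. No unchanged gene was called in groups simulated with the spread of these arrays. At that exposure these values argue against independent noise between arrays, while grouping by culture or slide was not tested. As many genes as in the real split were called in 1 of 10 splits at 20 μM HgCl_2_ and 1 of 10 at each MeHgCl concentration. At 2 and 7.5 μM HgCl_2_, where limma called 0 (11 and 114 with no adjustment), 10 of 10 splits gave as many. That outcome was fixed by the count of 0 and tests nothing.

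HgCl_2_ untreated replicate 2 carried transcripts of stress genes. On the log2 scale *gst-37* was at -2.99 on this array and at -9.63 and -9.87 on replicates 1 and 3, *gst-35* at 1.05 against -4.65 and -4.77, *gst-4* at 3.05 against -1.62 and -3.21, *hsp-16.2* at 3.08 against -3.43 and -1.63, *hsp-70* at 3.78 against -1.11 and 0.47 and *mtl-2* at -0.39 against -2.55 and -4.09. R05D8.11 was lower, at -8.73 against -3.51 and -3.80, while *pgp-15* was similar, at -6.99 against -7.92 and -7.45. A culture exposed to HgCl_2_ is argued against by *mtl-1*, whose level of -1.62, minus that of the lowest of the 9 exposed arrays, was -2.557, although *mtl-2* was above its lowest exposed array (-1.78, at 2 μM) and below those at 7.5 μM (3.48) and 20 μM (2.06). A swap with an exposed HgCl_2_ array is argued against by 0 exposed arrays with *mtl-1* at or below the highest untreated one (0.71, against 0.93 for the lowest exposed). Noise of single spots is argued against by a correlation of 0.8186 between the deviations at first and second spots of 20276 probes, and by 3016 of 3224 probes with a 2-fold deviation at the first spot whose second spot lay on the same side. A candidate explanation is a stressed untreated culture. The deviation of this array from either other untreated array correlated with the change at 7.5 μM MeHgCl, which has its own untreated cultures, by 0.61 and 0.4917 across 17503 genes, and with the change at 20 μM HgCl_2_ by 0.56 and 0.43. For 2 μM MeHgCl the correlations were 0.40 and 0.49, for 0.75 μM MeHgCl 0.22 and 0.34, for 2 μM HgCl_2_ -0.20 and -0.23 and for 7.5 μM HgCl_2_ -0.09 and -0.06. With 0 other arrays on its slide, an effect of the slide cannot be told apart. The design gives no biological difference between the untreated cultures, and what the stress was stays untested.

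The opposite direction of the changes after the 2 mercurials at sub- and low toxicity rested in part on this array. Across the called genes, the correlations of -0.65 and -0.60 became 0.08804 and 0.2684 without it. Across all tested genes they moved toward 0 but stayed negative, at -0.1634 and -0.1397, and there its part cannot be told apart from an opposite response to the mercurials, which stays open as untested. The direction of some families rested on the same array. Without it the median change of *gst* at 2 μM HgCl_2_ went from -0.19 to 0.30, and that of *hsp* from -0.19 to 0.17 at 2 μM and from -0.13 to 0.14 at 7.5 μM HgCl_2_.

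Transcripts of the 26 *msp* genes, a marker of sperm, were lower on 3 of the 4 MeHgCl arrays of replicate 3, with median levels of -2.26 in the untreated culture, -2.36 at 0.75 μM and -2.02 at 2 μM, where the other arrays of the experiment lay between 0.164 and 1.085. The 7.5 μM array of replicate 3 was at 0.9467. A different stage mix of the third cultures and an effect of the slide cannot be told apart, since the 3 low arrays are the 3 arrays on their slide and the fourth lies on another. The median *msp* change was 1.57 at 7.5 μM MeHgCl, with all 26 genes at least 2-fold higher and 0 called in limma or at an unadjusted p under 0.01, 0.02 at 2 μM (-0.01 by normexp background correction) and -0.08 at 0.75 μM, and 0.13, 0.06 and 0.14 at 2, 7.5 and 20 μM HgCl_2_. No biological explanation for the third cultures was tested.

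Lower *col* and *vit* transcripts were also seen at 20 μM HgCl_2_, as at 7.5 μM MeHgCl. The median change of *col* was -1.08, with 124 of 139 tested genes lower and 0 called in limma (15 by Benjamini-Hochberg adjustment, 58 with no adjustment, and 10 when adjusted over the family alone). That of *vit* was -1.93, with all 7 genes lower, 0 called in limma and 1 by Benjamini-Hochberg adjustment. After quantile normalization the medians were -1.091 and -1.674, which argues against array scaling. A loss of the stages that make *msp* transcripts is argued against by a median *msp* change of 0.1372. This value cannot test a loss of stages that make *col* or *vit* but not *msp* transcripts. An effect of HgCl_2_ on these transcripts stays open and untested. At 7.5 μM MeHgCl 0 *vit* genes were called in limma, 4 of 7 by Benjamini-Hochberg adjustment. The *vit* medians were -0.04 at 2 μM HgCl_2_ (0.09 after quantile normalization and 0.02 by normexp background correction), 0.19 at 7.5 μM HgCl_2_, 0.04 at 0.75 μM MeHgCl (-0.003 by normexp background correction) and 0.10 at 2 μM MeHgCl, and those of *col* were 0.15, 0.17, -0.18 and -0.29 at the same exposures.

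Of the *clec* genes, 8 were called down-regulated and 0 up-regulated at 7.5 μM MeHgCl (36 and 6 by Benjamini-Hochberg adjustment), with 60 of 166 tested members higher and a median change of -0.31. At the other exposures limma called 0 (up to 15 raised and 14 lowered with no adjustment). By Benjamini-Hochberg adjustment 7 fell at 2 μM MeHgCl and 1 rose at 20 μM HgCl_2_, and the medians were -0.22 at 0.75 μM and -0.34 (0.27 by normexp background correction) at 2 μM MeHgCl and 0.33, 0.46 and -0.04 at 2, 7.5 and 20 μM HgCl_2_.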
